# Accession-specific modifiers act with ZWILLE/ARGONAUTE10 to maintain shoot meristem stem cells during embryogenesis in Arabidopsis

**DOI:** 10.1186/1471-2164-14-809

**Published:** 2013-11-20

**Authors:** Matthew R Tucker, Farshad Roodbarkelari, Elisabeth Truernit, Nikolai M Adamski, Annika Hinze, Barbara Lohmüller, Tobias Würschum, Thomas Laux

**Keywords:** ZWILLE, ARGONAUTE, Shoot meristem, Stem cells, QTL, *Arabidopsis*, Accession

## Abstract

**Background:**

Stem cells located in the centre of the shoot apical meristem are required for the repetitive formation of new organs such as leaves, branches and flowers. In *Arabidopsis thaliana*, the *ZWILLE/PINHEAD/AGO10* (*ZLL*) gene encodes a member of the ARGONAUTE (AGO) protein family and is required to maintain shoot meristem stem cells during embryogenesis. In the Landsberg *erecta* (Ler) acession, *ZLL* is essential for stem cell maintenance, whereas in the Columbia (Col) accession its requirement appears masked by genetic modifiers. The genetic basis for this variation has remained elusive.

**Results:**

To understand the impact of natural variation on shoot stem cell maintenance, we analysed 28 wild-type *Arabidopsis* accessions from around the world and show that *ZLL* function is essential for stem cell maintenance in accessions mainly originating from Germany, but is dispensable for accessions from other regions. Quantitative Trait Loci (QTL) mapping using Ler/Col recombinant inbred lines indicated that at least five genomic regions, referred to as *FLETSCHE (FHE) 1*–*5*, modify *ZLL* function in stem cell maintenance. Characterisation of Col *zll* near isogenic lines confirmed that the major QTL, *FHE2*, is preferentially maintained as a Ler allele in seedlings lacking stem cells, suggesting that this region harbours an important modifier of *ZLL* function. Comparison of torpedo-stage embryo expression profiles to QTL map data revealed candidate *FHE* genes, including the *Arabidopsis* Cyclophilin-40 homologue *SQUINT* (*SQN*), and functional studies revealed a previously uncharacterised role for *SQN* in stem cell regulation.

**Conclusions:**

Multiple genetic modifiers from different *Arabidopsis* accessions influence the role of *ZLL* in embryonic stem cell maintenance. Of the five *FHE* loci modifying stem cell maintenance in Ler-0 and Col-0, *FHE2* was the most prominent and was tightly linked to the *SQN* gene, which encodes a cofactor that supports AGO1 activity. *SQN* shows variable embryonic expression levels between accessions and altered *ZLL*-dependency in transgenic assays, confirming a key role in stem cell maintenance. Reduced *SQN* expression levels in Col-0 correlate with transposon insertions adjoining the transcriptional start site, which may contribute to stem cell maintenance in other *ZLL*-independent accessions.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-14-809) contains supplementary material, which is available to authorized users.

## Background

The shoot apical meristem (SAM) is a dynamic system that sustains production of plant organs while constantly integrating developmental and environmental cues [1, 2]. The ability of the SAM to process and buffer these cues is already evident during early stages of embryogenesis, when signals from different embryonic domains, including the vasculature and the epidermis, are integrated to qualitatively influence meristem growth [3, 4]. Many of these signals feed into a core negative feedback loop involving the transcription factor *WUSCHEL* (*WUS*) and the *CLAVATA1/2/3* (*CLV*) signaling complex, which act within the meristem to balance stem cell maintenance and cell differentiation [5–7].

In *Arabidopsis*, mutations in *AGO1* and *ZLL* influence stem cell maintenance in the embryonic meristem and also during subsequent growth [8–11]. The relationship between these two genes is complex, with studies indicating both synergistic and antagonistic functions [11–14]. In general, AGO proteins act as key mediators of small RNA (sRNA) silencing pathways by binding 21–24 nt sRNAs and inducing silencing of complementary RNA or DNA targets [15]. Recent biochemical and genetic evidence suggests that in the embryo, ZLL acts as a miRNA “locker” to sequester microRNA165/6, thereby limiting its incorporation into the active AGO1 RNA-Induced Silencing Complex (RISC) [12, 16]. In the absence of *ZLL* function, AGO1 is proposed to bind miR165/6 and down-regulate Class III HD-ZIP transcription factors within the embryonic SAM, thereby inducing stem cell differentiation [17]. This pathway likely influences function of WUS in promoting stem cell identity, since WUS-induced *CLV3* expression in stem cells is disrupted in *zll* mutants [10]. *ZLL* function also appears to be linked to vascular tissues because provascular *ZLL* expression in the embryo is sufficient to maintain stem cell development, indicating that movement of small RNAs or other signaling molecules may be involved [10].

One intriguing aspect of the ZLL regulatory pathway is that *zll* mutants show SAM stem cell defects in an accession-specific manner. While *zll* alleles isolated in the Ler background show premature termination of stem cells [8, 13], putative null *zll* alleles in the Col background, such as *zll*^*ago10-1*^[11, 18], have no or minimal effects (Figure 1). Furthermore, putative homozygous null mutants in Ler display a variable expressivity of stem cell termination [10]. Phenotypes range from an empty apex to a filamentous structure, a single leaf or two leaves in place of the SAM, together with a fraction of individuals that develop a fully functional shoot meristem (Figure 1A) [8]. All of these mutant seedlings eventually produce adventitious meristems, flowers and seed, allowing them to be propagated and crossed as homozygotes. In an EMS screen for modifiers of the Col *zll*^*ago10-1*^ allele, several genes and pathways that enhance *ZLL* function were identified, including miR394 [4]. This suggests that activity of multiple pathways can compensate for loss of ZLL activity. Natural variation in early meristem development has previously been noted in maize, where *knotted1* loss-of-function alleles show different degrees of embryonic meristem development in different inbred backgrounds [19].

**Figure 1:**
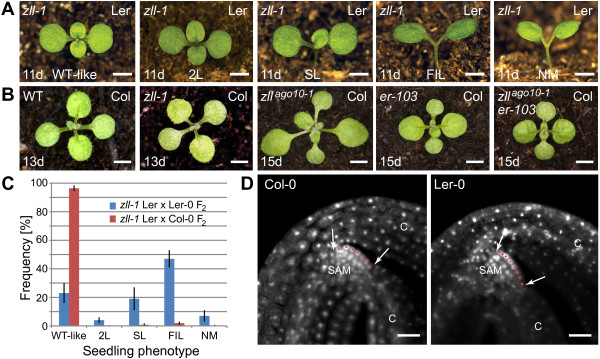
**Shoot meristem development in** ***Arabidopsis*** **wild-type and** ***zll*** **mutants. A.** Stem cell termination phenotypes in *zll-1* Landsberg *erecta* (Ler) mutants. Seedlings show either a wild-type-like meristem (WT-like), stem cell termination after the formation of two leaves (2L), a single central leaf-like organ (SL), a single central filament (FIL) or a flat apex without any organ formation (NM). Bar = 2.5 mm. **B.** Most *zll-1* Columbia-0 (Col) seedlings cannot be phenotypically discerned from Col WT. Similarly, the *zll* ^*ago10-1*^ Col mutant appears WT-like in the vast majority of seedlings and stem cell termination is not enhanced by mutations in the Col *ERECTA* (*ER*) gene, such as *er-103*. Bar = 2.5 mm. **C.** Frequency of stem cell termination phenotypes in the F_2_ progeny of crosses between Ler *zll-1*, Ler-0 and Col-0. Abbreviations as per **A. D.** Mature embryos stained with propidium iodide show subtle differences in the number of L1 cells (red dots) between Ler-0 and Col-0. The width of the meristem is SAM, shoot apical meristem, C, cotyledon indicated with arrows. Bar = 25 μm.

In this study we examined the effect of different genomic regions from Ler and Col on ZLL function in shoot stem cell maintenance. QTL analysis indicates that at least five loci, referred to as *FLETSCHE* (*FHE*) *1*–*5*, influence stem cell maintenance. Comparison of embryo transcriptomic profiles identified multiple genes showing variable expression in different accessions, including candidates for the *FHE* loci. One of the candidates for *FHE2* represents an allele of *SQN*, which encodes the *Arabidopsis* Cyclophilin-40 orthologue and acts as a modifier of ZLL function.

## Results

### *ZLL* is required for meristem maintenance in an accession specific manner

The frequency of homozygous seedlings showing shoot stem cell termination in Ler *zll* alleles varies from 10 to 90%, depending on the mutation [8, 13, 20]. By contrast, the putative null T-DNA insertion mutants *zll*^*ago10-1*^ and *zll*^*ago10-3*^ in the Col accession have no or minimal effects on stem cell maintenance and meristem development (~0.2% in *zll*^*ago10-1*^[11, 18]). To test if this difference is related to the nature of the respective mutant alleles, *zll*^*ago10-1*^ was backcrossed three times to Ler-0 wild-type. In homozygous Ler *zll*^*ago10-1*^ lines, 29% (*n* = 194) of the seedlings showed stem cell termination. In a converse experiment, the strong *zll-1* EMS mutant allele was introduced into the Col background by crossing Ler *zll-1* to Col-0 wild-type. Only a small fraction (0.5%, *n* = 5736) of the expected 25% *zll-1* homozygous F_2_ seedlings showed defects in stem cell maintenance (Figure 1B, C). This equates to an approximate phenotype of 2% in the homozygous state, compared to 61% (*n* = 315) in a cross between Ler *zll-1* and Ler-0. This indicates that the different expressivity of the *zll-1* mutation between Ler-0 and Col alleles is not due to the nature of the mutant alleles, but must be caused by genetic modifiers. To determine if the different requirement for *ZLL* between Ler and Col might be due to the *erecta* mutation in Ler, the Col *zll*^*ago10-1*^ allele was crossed to the strong *er-102* and intermediate *er-103* Col alleles (Figure 1B) [21]. Double mutants showed the characteristic *erecta* phenotype, but did not show an increased frequency of stem cell defects compared to the *zll*^*ago10-1*^ single mutant.

Differences in embryonic meristem size between Ler and Col were also investigated as a possible explanation for the different expressivity of *zll* mutations. Because the number of L1 cells in the mature embryonic meristem is indicative of the size of the meristem, wild-type embryos from the Ler-0 and Col-0 accessions were stained with propidium iodide and examined by confocal laser microscopy (Figure 1D). Grown under the same conditions, Ler-0 embryos (*n* = 17) contained ~11.4 (SD +/-1.4) cells in the L1 layer of the meristem at maturity, while Col-0 embryos (*n* = 25) contained ~10.1 (SD +/-1.5) cells. This indicates that the L1 layer of the Ler-0 embryonic meristem, and hence the meristem itself, contains more cells than the Col-0 meristem (Students *t*-test P < 0.01). This opposes the hypothesis that a smaller meristem in Ler-0 might be the cause of increased sensitivity to *zll* mutations, but suggests that fundamental differences in embryonic meristem regulation may contribute to variable *zll* expressivity in these accessions.

### *ZLL* is required for meristem maintenance in multiple Arabidopsis accessions

To determine if the differences in *ZLL*-dependency for stem cell maintenance are restricted to Ler-0 and Col-0, the Ler *zll-1* allele was crossed to 28 different wild-type *Arabidopsis* accessions originating from diverse countries (Figure 2). These accessions and others were analysed previously with 149 single nucleotide polymorphisms (SNPs) to address *Arabidopsis* population structure [22]. Analysis of 59 SNPs that produced clear genotypes in the 28 accessions used here confirmed that apart from the pairs of Berkley and Col-0, and Ct-1 and En-1, the accessions were different (Figure 3).

**Figure 2:**
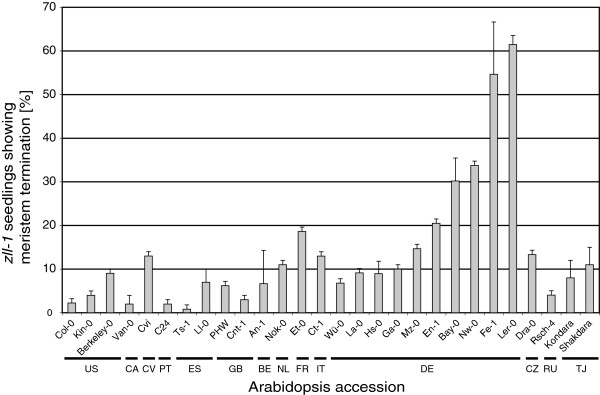
**Shoot meristem development in F**_**2**_ **progeny from 28 accessions of** ***Arabidopsis*** **crossed to Ler** ***zll-1.*** Columns present the proportion of *zll-1* homozygous seedlings showing a stem cell termination phenotype. Error bars show standard deviation after four independent seedling counts. The country of origin for each accession is indicated. US, United States of America, CA, Canada, CV, Cape Verde Islands, PT, Portugal, ES, Spain, GB, United Kingdom, BE, Belgium, NL, Netherlands, FR, France, IT, Italy, DE, Germany, CZ, Czech Republic, RU, Russia, TJ, Tajikistan.

**Figure 3:**
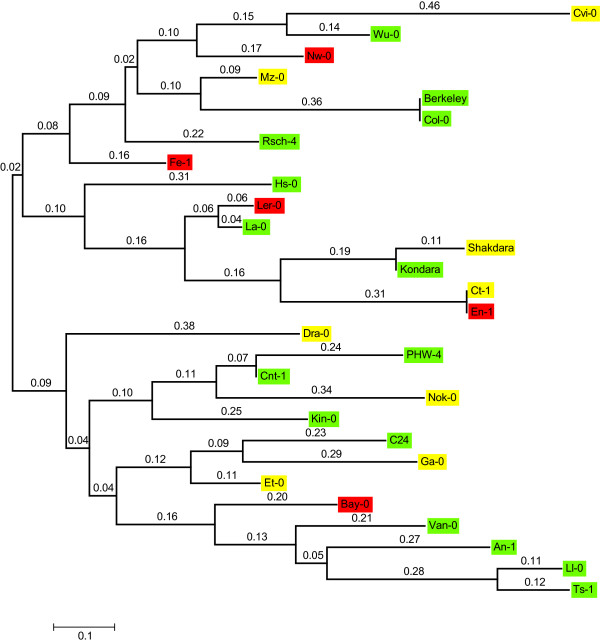
**Molecular phylogenetic relationships between 28** ***Arabidopsis*** **accessions based on 59 single nucleotide polymorphisms.** Genotypes were extracted from http://www.naturalvariation.org/. The evolutionary history was inferred by using the Maximum Likelihood method based on the Tamura-Nei model. The tree with the highest log likelihood (-1257.96) is shown and was generated in MEGA5.2. The tree is drawn to scale, with branch lengths measured in the number of substitutions per site (above the branches). All positions containing gaps and missing data were eliminated. Red shading indicates a capacity for a high frequency of *zll*-dependent stem cell termination, yellow indicates a medium capacity and green indicates a low capacity.

The frequency of seedling meristem termination, indicative of stem cell defects during embryogenesis, was assessed in the F_2_ generation of each accession cross to determine the approximate phenotypic frequency in the homozygous *zll-1* state (Figure 2). Of the 28 accessions, five showed stem cell termination in more than 20% of the homozygous seedlings, eight showed a phenotype in 10 to 20%, and fifteen showed a phenotype in less than 10% of seedlings. Curiously, the five accessions that showed the highest *zll-1* expressivity, Ler-0, Freiburg-1 (Fe-1), Neuweilnau-0 (Nw-0), Bayreuth-0 (Bay-0) and Enkheim-1 (En-1), were all derived from locations in the southern half of Germany. Despite this geographical association, there is no obvious clustering of these accessions in a phylogenetic tree based on 59 SNPs to suggest they were more related to each other than accessions showing weak stem cell termination phenotypes (Figure 3).

### Multiple quantitative trait loci (QTL) influence *ZLL*-dependent stem cell maintenance

To locate candidate modifiers in the *Arabidopsis* genome, we utilized a population of Ler/Col Recombinant Inbred Lines (RILs) [23]. Each line contains a different combination of Ler-0 and Col-0 genomic regions and has been genotyped, providing an excellent resource for mapping QTL. The Ler *zll-1* allele was crossed to 99 RILs and the two parents, and F_2_ progeny were scored for stem cell termination phenotypes (Figure 4A). The expectation from this cross was that RILs containing Ler-0 alleles at the position of putative QTL would show a higher frequency of seedlings with stem cell defects than lines containing Col-0 alleles at the same position.

**Figure 4:**
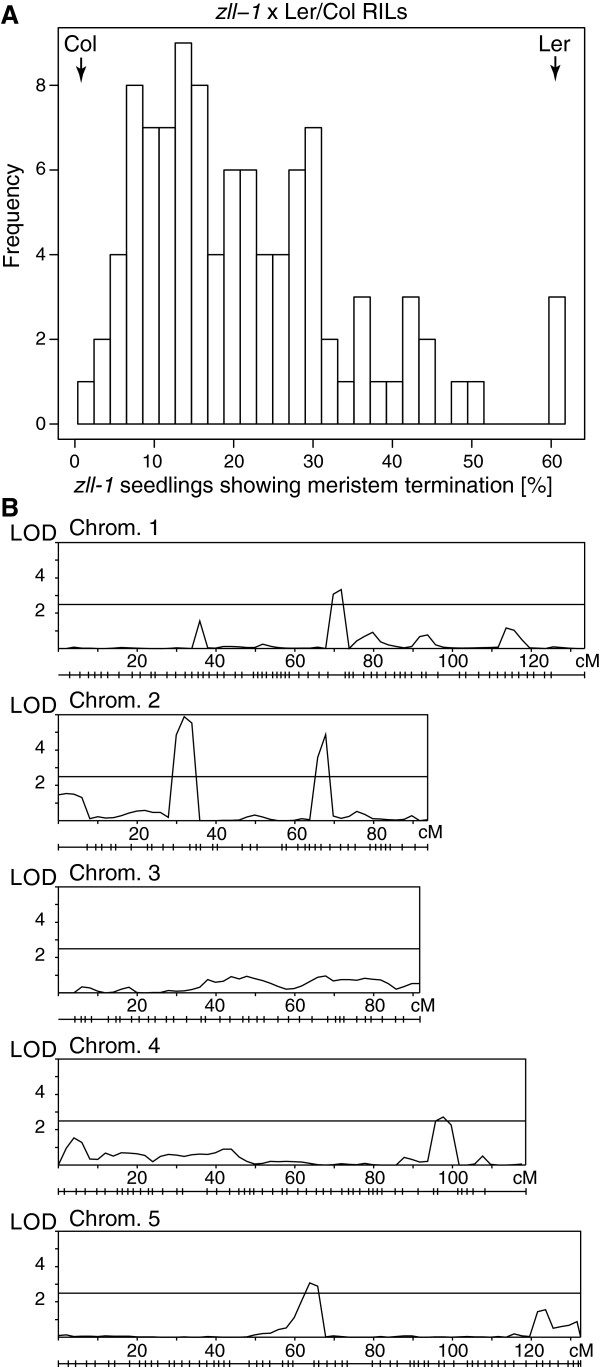
**QTL analysis of** ***zll-1*** **x Ler/Col Recombinant Inbred Lines. A.** Frequency distribution plot of stem cell termination phenotypes in the F_2_ progeny of 101 crosses between Ler *zll*-*1* and 99 RILs, Ler-0 and Col-0. **B.** Chromosome-wide Logarithm of the Odds (LOD) scores of QTL influencing stem cell termination. The horizontal line indicates the significance threshold and marker positions are shown below each plot. LOD values and significance thresholds were determined using PlabMQTL software.

On average, 684 F_2_ seedlings were scored for stem cell defects in each RIL x Ler *zll-1* cross and the frequency was multiplied by 4 to determine the approximate frequency within the homozygous *zll-1* population. Values ranged from 1% to 61% (Figure 4A; Additional file 1) and the frequency of RIL seedlings showing stem cell defects was used as the phenotype for QTL mapping. This identified five QTL (Figure 4B, Table 1), which are hereafter referred to as the *FLETSCHE (FHE) 1–5* loci (German synonym for *ZWILLE*). The proportion of variance explained by the individual *FHE* loci ranged from 7.7 to 15.9% and in total, the five *FHE* QTL explained 49% of the variance. The individual QTL effects ranged from 3.63 to 6.12 percent shoot termination and Ler-0 always contributed the allele increasing the frequency of seedlings showing stem cell defects. The largest effect QTL was *FHE2*, located on Chromosome 2 at 32 cM.

**Table 1:** **Detection of** ***FLETSCHE*** **(** ***FHE*** **) QTL in the Ler/Col RIL population**

QTL	Chr	Pos	LOD	***p***	α-effect
*FHE1*	1	72	3.45	8.6	3.85
*FHE2*	2	32	6.83	15.9	6.12
*FHE3*	2	68	3.47	8.7	4.10
*FHE4*	4	98	3.24	8.1	3.70
*FHE5*	5	64	3.03	7.7	3.63
Total				49.0	

Chr = Chromosome number, Pos = QTL position in centiMorgan, LOD = Logarithm of the odds score, *p* = proportion of explained variance in % and α = the allele substitution effect for the allele originating from Ler.

### Near Isogenic *zll-1* Lines (NILs) showing shoot stem cell defects preferentially retain genomic regions linked to the Ler *FHE* loci

To further assess the contribution of *FHE*^Ler^ loci to stem cell maintenance, the *zll-1* mutation was introgressed from Ler to Col. Twenty independent F_2_ plants showing stem cell defects in the first backcross of Ler *zll-1* to Col-0 (termed BC_1_F_2_) were further backcrossed to Col-0 wild-type three to six times. In each backcross, F_2_ plants that showed stem cell defects at the seedling stage were selected for further backcrossing. At the same time, F_3_ seeds from self-fertilised siliques were harvested to assess the frequency of stem cell defects in the progeny. Each backcross was expected to remove non-essential Ler DNA, while retaining Ler genomic regions that enhance *zll* stem cell termination phenotypes. Although some lines showed relatively stable levels of stem cell defects over several backcrosses (Figure 5), the majority showed a decrease with each subsequent backcross (the average phenotypic frequency of all lines decreased from 31 ± 16% after BC_1_ to 13 ± 8% after BC_3_), consistent with the gradual accumulation of Col-0 modifiers suppressing stem cell termination. This gradual decrease strongly indicates that multiple loci suppress stem cell termination in the Col-0 accession in a quantitative manner.

**Figure 5:**
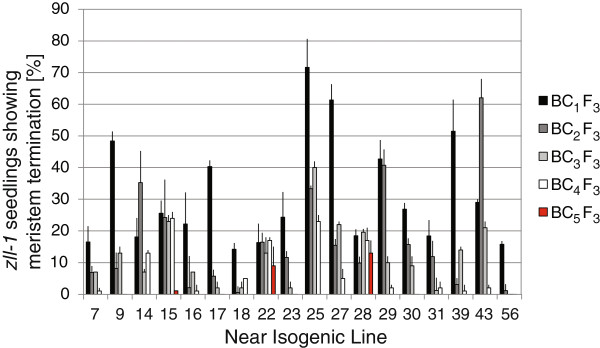
**Shoot meristem development in F3 progeny from 18** ***zll-1*** **Col introgression lines.** The frequency of seedlings showing stem cell termination phenotypes in each *zll-1* near isogenic line (NIL) is shown. Error bars show standard deviation after three replicate seedling counts.

Two lines (NIL22 and NIL28) that maintained relatively high frequencies of stem cell termination over several backcrosses were selected for mapping and phenotypic analysis after BC_5_. Genomic DNA from phenotypic NIL22 BC_5_F_2_ plants (*n* = 48) and NIL28 BC_5_F_2_ plants (*n* = 48) was used for bulk mapping with 19 PCR-based markers (Additional file 2) that detect Ler/Col polymorphisms in the vicinity of the predicted *FHE* QTL and at unlinked sites throughout the genome. In both NILs, PCR results identified a strong bias towards Ler DNA at markers MT435 (~32 cM) and nga168 (~73 cM) on chromosome 2 and ciw9 (~90 cM; *zll-1*) on chromosome 5, while the rest of the genome was biased towards Col.

Subsequent mapping of all individual phenotypic NIL22 and NIL28 BC_5_F_2_ plants revealed that a large region of genomic DNA encompassing both *FHE2* and *FHE3*, approximately 40 cM in length, was preferentially maintained as homozygous or heterozygous Ler (153/192 chromosomes at marker MT435, *p* = 1.92e-16; 148/192 chromosomes at nga361, *p* = 6.12e-14) indicative of segregation distortion. A limited number of BC_5_F_2_ plants containing smaller regions of Ler DNA around the *FHE2* and *FHE3* loci were identified, and these were analysed in the BC_5_F_3_ to determine the specific effect of the Ler *FHE2* locus on stem cell termination (Table 2). Although homozygous Ler DNA at both *FHE2* and *FHE3* was not absolutely essential for stem cell termination, such plants showed a higher frequency of stem cell termination (10 ± 4% n = 554) in the BC_5_F_3_ compared to any other combination of *FHE2/FHE3* DNA (Table 2). Plants containing Ler DNA at *FHE2* but not *FHE3* (i.e. *FHE2*^Ler/Ler^*FHE3*^Col/Col^*zll-1*), showed stem cell termination in 5 ± 2% (*n* = 388) of homozygous *zll-1*seedlings. This is similar to the allele substitution effect estimated for *FHE2*^Ler^ in the Ler/Col RIL population of 6.1%. By contrast, no plants showing stem cell termination were identified containing homozygous Ler DNA only at *FHE3* (i.e. *FHE2*^Col/Col^*FHE3*^Ler/Ler^*zll-1*). Of the phenotypic progeny derived from *FHE2*^Ler/Col^*zll-1* parents, 70% (*n* = 156) became homozygous *FHE2*^Ler/Ler^*zll-1* in the BC_5_F_3_ generation compared with the expected 25% for random segregation. Phenotypic *FHE2*^Ler/Col^*FHE3*^Ler/Col^*zll-1* plants could only be identified at low frequency (1 ± 1% *n* = 536), and no phenotypic plants containing homozygous Col DNA at both *FHE2* and *FHE3* could be detected. Collectively, these data suggest that the *FHE2*^Ler^ and to a lesser extent the *FHE3*^Ler^ loci encode quantitative modifiers of the *zll* stem cell termination phenotype.

**Table 2:** **Effect of** ***FHE2*** **and** ***FHE3*** **genomic regions on stem cell termination in BC**_**5**_ ***zll-1*** **Col-0 introgression lines**

Genotype category	Introgression line (F_2_plant number)	***FHE2***genotype	***FHE3***genotype	Frequency of stem cell termination in F_3_progeny ± SD
1	NIL28.5 (#8, #16)	Ler	Ler	10 ± 4% (*n* = 554)
2	-	Ler	Het	n.d.
3	NIL28.5 (#9) NIL22.5 (#3)	Het	Ler	9 ± 1% (*n* = 783)
4	-	Col	Ler	n.d.
5	NIL22.5 (#7)	Ler	Col	5 ± 2% (*n* = 288)
6	NIL28.5 (#14, #15)	Het	Het	1 ± 2% (*n* = 536)
7	-	Het	Col	n.d.
8	NIL28.5 (#13, #27)	Col	Het	1 ± 0% (*n* = 902)
9	-	Col	Col	n.d.

NIL = Near Isogenic Line, SD = standard deviation, Het = Heterozygous, *n* = total seedlings analysed, - = no plants identified with the corresponding genotype, n.d. = not determined.

### Changes in gene expression between *ZLL*-independent and dependent accessions identify candidates for the *FHE* loci and downstream pathways

Despite further backcrosses, most *zll-1* Col NILs preferentially retained a large fragment of Ler genomic DNA around *FHE2*^Ler^ which complicated fine mapping. To further delineate putative *FHE* factors and pathways that influence stem cell maintenance in a *ZLL*-dependent manner, microarray profiles were generated from specific *ZLL*-dependent and independent *Arabidopsis* accessions using Affymetrix ATH1 chips.

Torpedo-stage embryos were harvested separately from four *ZLL*-dependent accessions (Ler-0, Fe-1, Nw-0, and Bay-0), and three *ZLL*-independent accessions (Col-0, Van-0 and Ts-1). 

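The expression data comprise 11 arrays of embryos dissected from the seed at the torpedo stage: 3 arrays of Col-0, 3 of Fe-1, and 1 each of Ler-0, Nw-0, Bay-0, Van-0 and Ts-1. The ATH1 chip reads each transcript with a probe set, a group of short oligonucleotides designed on the Col-0 sequence. The authors normalised the arrays with RMA, which corrects the background, brings the arrays to one distribution and summarises each probe set on the log2 scale, and these deposited log2 values were used here without a further normalisation. Array medians lay between 7.57 and 7.71. Across the 22746 probe sets that are not chip controls, arrays of the same accession correlated at 0.996 to 0.997 and arrays of different accessions at 0.978 to 0.988; these correlations are across probe sets, which are not independent replicates. Groups of arrays were compared with limma, and a probe set was counted as differentially expressed at an adjusted p under 0.05 (Benjamini-Hochberg over all 22746) together with a difference of at least 3-fold. Of these 22746 probe sets, the chip annotation used here gives 13513 to 1 gene, 503 to several genes and lists no gene for 8730, and the latter are not named here apart from 5 named from the paper's tables. 5 accessions are represented by 1 array each, so their own spread was not measured, and the number of arrays limits the precision. In a comparison that groups accessions, arrays of one accession are not independent samples of the group, which makes its p-values too small.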

Consistent with previous SNP genotyping results [22], none of the accessions showed an identical pattern when genotyped with 14 INDEL markers, confirming that they are genetically unique. Multiple comparisons were made between expression profiles derived from the two groups of accessions by maintaining a minimum of three arrays per group. 

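Fe-1 embryos differed from Col-0 embryos in 319 probe sets, of which 108 were higher and 211 lower in Fe-1. The Ler-0, Nw-0 and Bay-0 arrays, taken as 1 group, differed from Col-0 in 69 probe sets, 16 higher and 53 lower. With all ZLL-dependent accessions in 1 group, 31 probe sets were higher and 66 lower than in Col-0. Fe-1 differed from the 3 ZLL-independent accessions together in 146 probe sets, 48 higher and 98 lower. Adding the comparison of Fe-1/Ler-0 with Col-0 and that of all ZLL-dependent with all ZLL-independent accessions, 356 probe sets passed the threshold in at least 1 of the 6 comparisons. The threshold was an adjusted p under 0.05 from limma and at least 3-fold; with an unadjusted p in its place the total was 389. Without the fold limit more probe sets were higher than lower in each of these comparisons with Col-0 or with the ZLL-independent accessions as the second group, for Fe-1 against Col-0 4056 and 2599. The median log2 difference over all probe sets was also above 0 in each, at 0.061 for Fe-1 against Col-0. Whether this small offset between arrays gives the excess was not tested. When 1 array was left out at a time, the count for Ler-0/Nw-0/Bay-0 against Col-0 ranged from 42 to 129, the highest without Ler-0, and the count for all ZLL-dependent against Col-0 from 64 to 151.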

A total of 439 genes were identified as being differentially expressed in at least one of the comparisons, based on a p-value of <0.05 and a 3-fold expression change (Additional file 3). In the most stringent comparison, all of the *ZLL*-dependent accessions were grouped as replicates and compared to the *ZLL*-independent accessions. 

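2 probe sets were higher in the ZLL-dependent than in the ZLL-independent accessions. The probe set that the paper lists as AT5G17100, which the annotation gives to AT5G17110 as well, was at 10.29 ± 0.24 (SD, n = 6 arrays) against 6.40 ± 0.26 (n = 5) on the log2 scale, a difference of 3.88 or 14.8-fold. AT5G27240, a DNAJ domain protein, was 3.60-fold higher. 10 probe sets were lower, among them AT5G38960, a putative germin-like protein (log2 difference -2.71, adjusted p = 0.00431), AT1G12730, related to cell division cycle proteins (-2.60, adjusted p = 0.00419), AT5G18360, a putative TIR-NBS-LRR resistance protein (-2.48, adjusted p = 0.000154) and AT2G33220, similar to MEE4 (-2.42, adjusted p = 8.86e-06). The others were AT3G61010, AT1G78820 (a probe set shared with AT1G78830), AT2G14800, AT4G16710, the bZIP transcription factor gene BZO2H3 and AT5G56910, with log2 differences from -2.24 to -1.62. In every one of these except AT3G61010, whose Van-0 array lay within the range of Fe-1, the 6 ZLL-dependent arrays did not overlap the 5 ZLL-independent arrays.

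**Figure D1:**
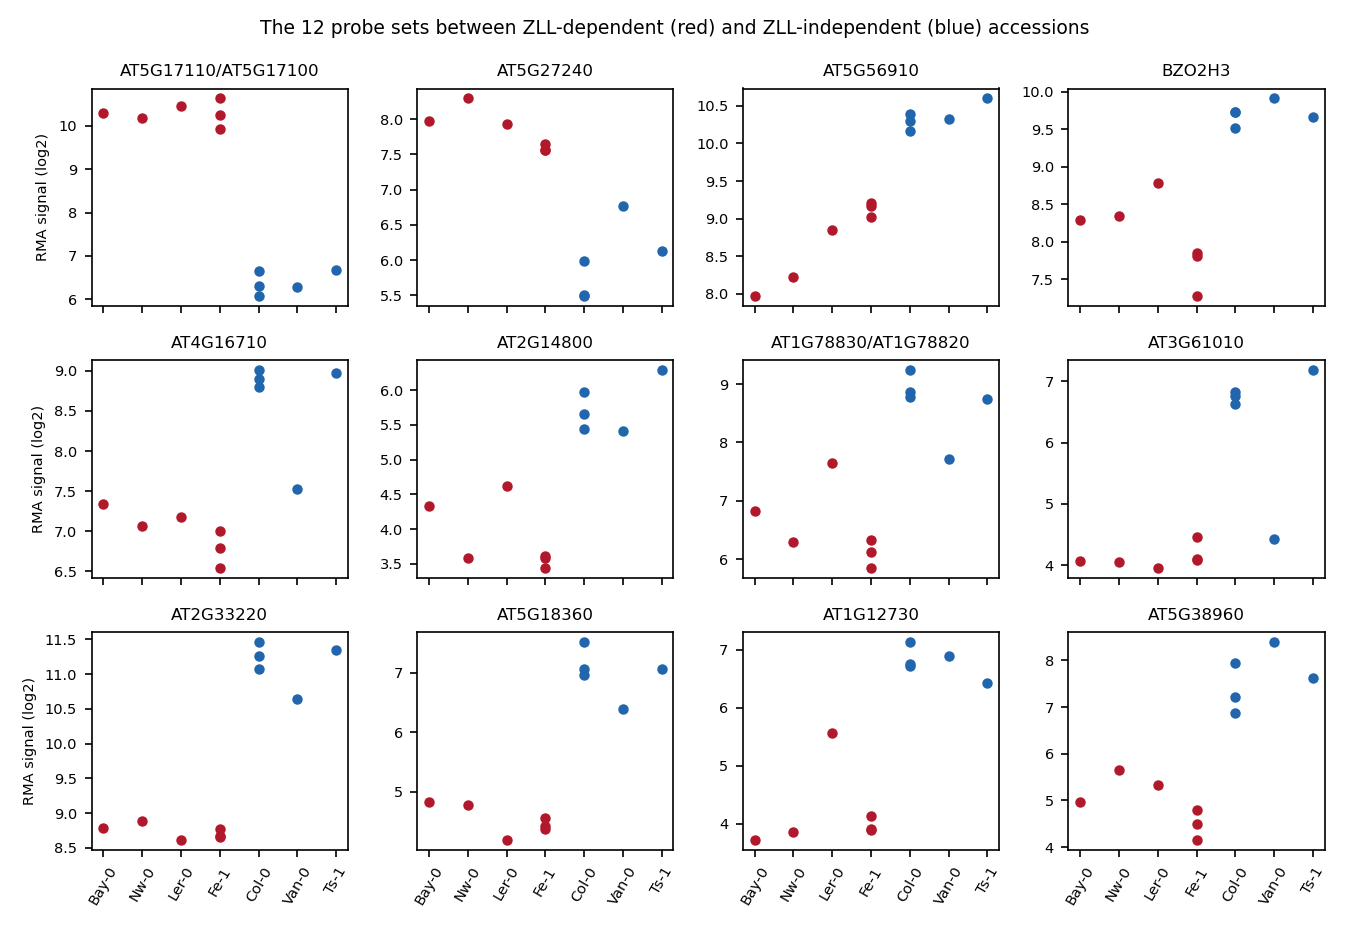
RMA signal (log2, vertical axis, a scale of its own in each panel) of the 12 probe sets in each accession (horizontal axis). Each point is 1 array, with ZLL-dependent accessions in red and ZLL-independent accessions in blue; AT5G17110/AT5G17100 and AT5G27240 are higher in red, and in AT3G61010 the Van-0 array, at 4.43, lies beside the highest Fe-1 array, at 4.47.

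The adjusted p-values are from limma with each array as a sample. With 1 mean per accession, 4 against 3, only AT5G17100 (adjusted p = 0.000182) and AT2G33220 (adjusted p = 0.0406) passed the threshold, and the count was 37 without the Ler-0 array, 49 without the Van-0 array and 5 without Fe-1; without the fold limit 52 probe sets were higher and 50 lower for ZLL-dependent against ZLL-independent.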

Two genes were identified as being up-regulated and ten were identified as being down-regulated (Additional file 4). 

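The 12 probe sets that separated the ZLL-dependent from the ZLL-independent accessions lie on all 5 chromosomes. Of the 10 with 1 gene name, BZO2H3 named from the paper and the others from the annotation, 1 is on chromosome 1, 2 are on chromosome 2, 1 is on chromosome 3, 1 on chromosome 4 and 5 on chromosome 5. AT2G14800, AT2G33220 and AT5G38960, of unknown function, similar to MEE4 and germin-like, were also lower in Fe-1/Ler-0 than in Col-0, by log2 differences of -1.88, -2.58 and -2.65. Each passed the limma threshold in both comparisons, and these 3 are the ones that the paper also lists in Table 3. The others of the 12 passed in both comparisons as well, with the same direction, except AT5G56910. That gene was 2.34-fold lower in Fe-1/Ler-0 than in Col-0 and did not reach 3-fold. Both comparisons share the Col-0, Fe-1 and Ler-0 arrays.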

None of the genes appeared to be tightly linked to the predicted *FHE* loci from the RIL analysis, suggesting that they may either represent factors that act downstream of the *FHE* modifiers, they are unrelated to ZLL function, and/or they represent modifiers that escaped detection in the Ler/Col *FHE* QTL mapping.

### *FHE2* maps close to the Arabidopsis Cyclophilin-40 homologue *SQUINT*, which is differentially expressed between Col-0, Fe-1 and Ler-0 accessions

Expression profiles from Col-0, Fe-1 and Ler-0 were examined in greater detail to delineate putative *FHE* loci, because: (1) the QTL mapping data were derived from Ler-0 and Col-0, and (2) Fe-1 does not contain the *erecta* mutation, but it is the most likely accession to share similar *FHE* modifiers with Ler-0 based on its high frequency of stem cell termination after *zll-1* introgression. A total of 184 genes were differentially expressed between Col-0 and Fe-1/Ler-0 (Additional file 3). These were sorted based on their chromosomal position and compared to lists of genes residing approximately 5 cM either side of the putative *FHE* loci (Table 3). 

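Between Fe-1/Ler-0 and Col-0, 160 probe sets passed the threshold, 55 higher and 105 lower in Fe-1/Ler-0. AT5G15360 was at 10.43 ± 0.05 (SD, n = 4 arrays) in Fe-1/Ler-0 and 5.45 ± 0.18 (n = 3) in Col-0, a 31.5-fold difference and the largest of those that were higher. AT5G26970 was 17.4-fold higher, ATPMEPCRB, which encodes a pectin methylesterase, 13.1-fold, and scpl44, a serine carboxypeptidase-like gene, 11.1-fold. In the other direction AT1G35612 was at 4.39 ± 0.36 (n = 4) against 10.78 ± 0.23 (n = 3), a log2 difference of -6.38, followed among the probe sets with a gene name by AT3G43740 at -6.26, AT5G49440 at -5.60, ZW9 at -5.05 and AT4G19500 at -5.00. The Fe-1/Ler-0 means of AT1G35612, AT3G43740 (3.60), ZW9 (3.54) and AT4G19500 (4.11) lay below the lower quartile of every array. Their differences may therefore be understated. Where the RNA of Fe-1 and Ler-0 does not match the probes designed on Col-0, they would instead overstate the difference in transcript level. This was not tested for single genes, and their order is not settled. In scpl44 the Ler-0 array was at 8.02, below the 3 Fe-1 arrays, the lowest of which was at 9.76. In each of the 160 probe sets the 4 arrays of Fe-1/Ler-0 did not overlap the 3 of Col-0, an arrangement that 5.71% of unchanged probe sets would show by chance, but the 160 were selected on these same arrays, so it is no further evidence. The test was limma with an adjusted p under 0.05 and at least 3-fold. Without the Ler-0 array 319 probe sets passed. Without the fold limit 1750 were higher and 1057 lower for Fe-1/Ler-0 against Col-0, so that the balance turned. The median log2 difference over all probe sets was 0.057, and its part in this balance was not tested.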

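Of the 20 different probe sets that the paper lists near the FHE loci, 19 passed the same threshold with the listed direction, 8 of them higher and 11 lower in Fe-1/Ler-0. Near FHE1, AT1G48180 was 3.65-fold higher and the cytochrome P450 gene CYP705A27 fell by 1.89 on the log2 scale. Near FHE3, AT2G36550, similar to an NLI interacting factor, was 8.24-fold higher, AGP30 5.16-fold higher and AT2G35820 3.15-fold higher. The Col-0 signals of AT2G36550 (3.92) and AT1G48180 (4.76) lay below the lower quartile of every array. So did the Fe-1/Ler-0 signal of CYP705A27 (3.69), and the differences of these 3 genes may be understated. A probe mismatch in Fe-1 and Ler-0 would instead overstate that of CYP705A27, and was not tested for it. Near FHE5, THI2.2, a thionin gene, fell by 4.08, the probe set annotated here to AT3G29120 fell by 4.09, CRR7 fell by 2.32, AT5G41650 fell by 1.96 and AT5G38700 fell by 1.60, while the germin-like gene GLP6 was 4.43-fold and the F-box gene AT5G38580 3.32-fold higher. The paper lists the AT3G29120 probe set as AT5G39060, so its place near FHE5 rests on the paper's name. The annotation gives it to a gene of chromosome 3, and it is of a type that may cross-hybridise. It was at 7.74 in Col-0 and between 3.49 and 3.74 in the means of the other accessions. Its Fe-1/Ler-0 signal (3.64) and the Col-0 signal of GLP6 (4.34) lay below the lower quartile of every array. Both differences may be understated. For the AT3G29120 probe set a probe mismatch, not tested for single genes, would instead overstate it. AT4G39190, near FHE4, was 2.82-fold higher (adjusted p = 0.0104) and did not reach 3-fold. The list was drawn up by the paper on these same arrays, so the count is not independent evidence. CRR7, GLP6 and AT1G48180 had adjusted p-values from 0.0212 to 0.0380 in limma, and each had a Ler-0 value far from the 3 Fe-1 arrays. With 1 array left out at a time 14 to 18 of the 20 passed, and 11 without Fe-1 replicates 2 and 3 and Van-0, a setting chosen after the data were seen because these arrays had the highest signal of the seed coat gene BAN; it also leaves 1 array of Fe-1, and the effects of the seed coat signal and of fewer arrays were not separated.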

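On chromosome 2, 22 probe sets passed the threshold between Fe-1/Ler-0 and Col-0, 9 higher and 13 lower in Fe-1/Ler-0. Among all 160 called probe sets, 43 had no single gene name and were not placed on a chromosome, so more may lie here. AGP30 was placed by the name that the paper gives it. AT2G36550, SQN and AT2G07773 were among the 10 probe sets with the largest increase on any chromosome, AT2G07773 with a 6.03-fold difference (adjusted p = 0.0109). The probe set of AT2G07773 is of a type that may cross-hybridise, and its Ler-0 array was at 7.90, below the lowest Fe-1 array at 9.19. AT2G22425 was among the 10 with the largest decrease, at 5.99 ± 0.51 (SD, n = 4 arrays) in Fe-1/Ler-0 and 10.77 ± 0.07 (n = 3) in Col-0. The 22 are 0.995% of the 2210 probe sets placed on this chromosome. The share on the others was 0.577% on chromosome 1, 0.726% on chromosome 3, 0.967% on chromosome 4 and 1.16% on chromosome 5, and the 5 chromosomes did not differ detectably (Fisher's exact test, two-sided, p = 0.0937).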

On chromosome 2, nineteen genes were identified that showed differential expression. Four of these were located in the vicinity of the *FHE2* QTL. Three of the genes (At2g13790, At2g14800 and At2g15325) were expressed at ~3 to 7 fold lower levels in Fe-1/Ler-0 compared to Col-0, while the fourth gene (At2g15790) showed ~5 fold higher expression in Fe-1/Ler-0 compared to Col-0. 

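AT2G13970, annotated as a transposable element gene, had a signal of 4.55 ± 0.10 (SD, n = 4 arrays) in Fe-1/Ler-0 and 7.44 ± 0.36 (n = 3) in Col-0, so that Col-0 was 7.43-fold higher (adjusted p = 9.12e-05 from limma). AT2G15325, which encodes a lipid transfer protein, was at 5.78 ± 0.44 against 8.22 ± 0.69, 5.44-fold higher in Col-0 (adjusted p = 0.00586). AT2G14800, of unknown function, was at 3.81 ± 0.54 against 5.69 ± 0.27, 3.67-fold higher in Col-0 (adjusted p = 0.00759), with the Ler-0 array at 4.61 and the nearest Fe-1 array at 3.61. In all 3 genes each array of Col-0 was above each array of Fe-1 and Ler-0. The Fe-1/Ler-0 signals of AT2G13970 and AT2G14800 lay below the lower quartile of every array, so their folds may understate the difference. A probe mismatch in Fe-1 and Ler-0 would instead overstate it, and was not tested for these genes.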

The three down-regulated genes encode a transposable element protein, an unknown protein and a pathogenesis-related lipid transfer protein, respectively. 

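SQN, a cyclophilin gene, was higher in Fe-1/Ler-0 than in Col-0 in the probe set that Table 3 lists. The log2 difference was 2.52 (standard error 0.14), or 5.74-fold, with an adjusted p of 9.53e-05 from limma, and all 4 arrays of Fe-1/Ler-0 were above all 3 of Col-0 (exact two-sided permutation test on the absolute difference of means, p = 0.0286, the smallest that 35 splits allow). Both tests treat arrays of one accession as independent, which makes their p-values too small for a comparison of accessions. A second probe set annotated to SQN gave a mean signal between 3.67 and 3.85 in every accession, below the lower quartile of every array, and a log2 difference of 0.077 (adjusted p = 0.503); at that level it could hardly show a difference and does not test the first probe set. Of the 20 measured and named genes nearest to SQN on the chromosome, 10 on each side, none passed the threshold. AT2G15690 and AT2G15880, named after their values were seen, differed by 0.59 and -0.87 on the log2 scale (adjusted p = 0.0157 and 0.0233), and the other 18 had an adjusted p above 0.05.

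**Figure D2:**
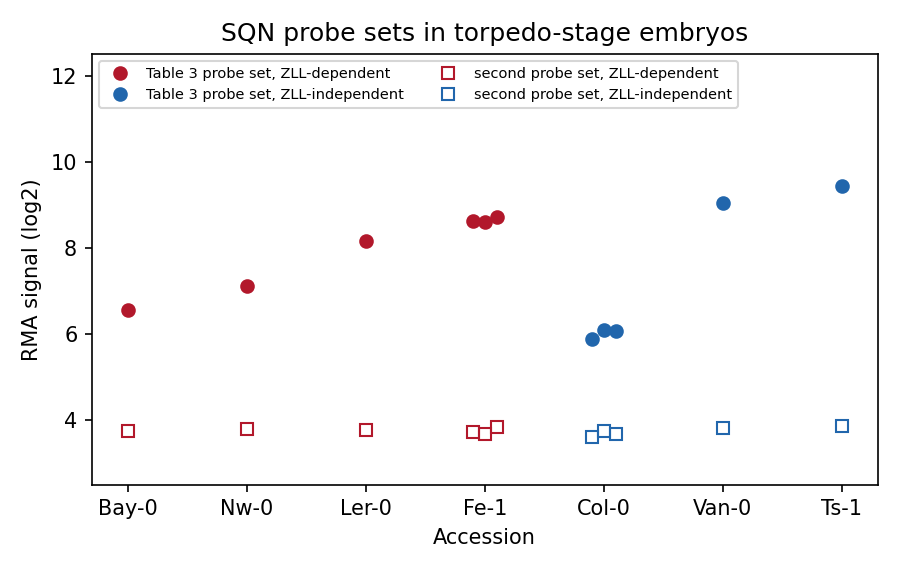
RMA signal (log2, vertical axis) of both SQN probe sets by accession (horizontal axis). Each symbol is 1 array, with the Table 3 probe set as filled circles, the second as open squares, ZLL-dependent accessions in red and ZLL-independent accessions in blue; in the first Col-0 has a mean of 6.00 and Fe-1 of 8.65, while the second stays between 3.67 and 3.85 in the accession means.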

The fourth gene, which was located at the predicted physical position of the *FHE2* QTL, encodes the *Arabidopsis* homologue of Cyclophilin-40, also known as SQUINT (SQN [24]). *SQN* is involved in several stages of plant development, including the transition from juvenile to adult phase in the shoot meristem [24] and floral meristem termination [25], and has also been identified as a factor required for function of AGO1 [26]. In the absence of *SQN*, mRNA levels of miRNA-regulated genes are increased and weak *ago1* hypomorphic alleles resemble *ago1* nulls, suggesting that the two proteins cooperate in the same pathway [26].

**Table 3:** ***Arabidopsis*** **genes differentially expressed in torpedo stage embryos from Col-0 and Fe-1/Ler-0 and located in the vicinity of predicted** ***FHE*** **QTL**

Predicted QTL	Gene	Affy ID	Description	Col vs Fe/Ler (FC)	Predicted QTL
***FHE1***	AT1G43780	260859_at	Serine carboxypeptidase-like 44	-11.1	0.008
	AT1G48180	257493_at	unknown protein	-3.7	0.038
	AT1G50520	261879_at	CYP705A27 (cytochrome P450)	4.1	0.001
***FHE2***	AT2G13970	265302_at	transposable element gene	7.2	0.000
	AT2G14800	267110_at	unknown protein	3.8	0.010
	AT2G15325	257438_at	Lipid transfer protein (LTP)	5.6	0.007
	AT2G15790	265483_at	SQUINT Cyclophilin-40	-5.2	0.000
***FHE3***	AT2G33220	245169_at	similar to MEE4	5.8	0.000
	AT2G33790	267457_at	pollen Ole-e1 allergen	-5.5	0.001
	AT2G35820	263947_at	unknown protein	-3.1	0.002
	AT2G36550	263910_at	similar to NLI interacting factor	-9.3	0.001
***FHE4***	AT4G39190	252938_at	GNS1/SUR4 membrane protein	-3.4	0.017
***FHE5***	AT5G36910	249645_at	THIONIN 2.2	16.5	0.002
	AT5G38580	249517_at	F-box family protein	-3.2	0.014
	AT5G38700	249522_at	unknown protein	3.2	0.011
	AT5G38960	249479_at	germin-like protein, putative	6.2	0.003
	AT5G39060	258246_s_at	transposable element gene	17.0	0.000
	AT5G39100	249495_at	GERMIN-LIKE PROTEIN 6	-3.8	0.042
	AT5G39210	249472_at	CRR7	4.8	0.044
	AT5G41650	249258_at	glyoxalase I family protein	4.2	0.002
	AT5G42280	249645_at	DC1 domain-containing protein	3.9	0.000

Affy ID = Affymetrix gene chip identifier, FC = fold change >3.0.

### Changes in *SQN* expression influence stem cell maintenance in the Ler-0 and Col-0 accessions

Based on the antagonistic roles of AGO1 and ZLL in stem cell regulation, we speculated that increased *SQN* expression in Ler-0 might enhance AGO1 activity. In the absence of *ZLL* this could lead to stronger repression of AGO1 targets (i.e. Class III HD-ZIP genes) and subsequent stem cell termination. To test this model, we examined whether reduced *SQN* expression could alleviate meristem defects in Ler *zll-1* by crossing to the Ler *sqn-4* allele [25]. F_2_ plants homozygous for both *sqn-4* and *zll-1* were identified by PCR genotyping and their progeny was examined at the seedling stage. Compared to *zll-1* siblings, *zll-1 sqn-4* double mutants displayed weaker stem cell termination phenotypes (Table 4). In *zll-1* plants, 56% of seedlings terminated with a single filamentous structure, while 18% terminated with one or two leaves. In contrast, only 34% of *zll-1 sqn-4* plants terminated with a single filament, while 58% terminated with one or two leaves.

**Table 4:** **Analysis of** ***amiRSQN*** **in Ler** ***zll-1 sqn-4*** **double mutants**

		Stem cell termination phenotypes in %				
**Line**	***n***	**NM**	**FIL**	**SL**	**2L**	**WT-like**
*zll-1 SQN* ^*+/+*^	522	16.1	55.7	15.7	2.7	9.8
*zll-1 sqn-4*	184	1.1	34.1	43.4	14.3	8.2
*zll-1 sqn-4 amiRSQN#1*	395	0.0	24.3	19.0	37.2	19.5
*zll-1 sqn-4 amiRSQN#2*	382	0.0	11.8	15.7	41.4	31.2
*zll-1 sqn-4 amiRSQN#3*	156	0.6	16.0	39.1	28.2	16.0
*zll-1 sqn-4 amiRSQN#4*	363	0.3	17.4	44.1	14.9	23.4
*zll-1 sqn-4 amiRSQN#5*	152	0.0	15.1	49.3	17.8	17.8
*zll-1 sqn-4 amiRSQN#6*	411	0.0	2.7	48.2	17.8	31.1
*zll-1 sqn-4 amiRSQN#7*	348	0.0	8.6	40.8	33.3	17.0

*n* = total seedlings counted, NM = no-meristem activity, FIL = filament, SL = single leaf-like structure, 2 L = two leaves, WT-like = wild-type like meristem

Because *sqn-4* is a weak allele that may only partially reduce SQN activity by modifying the C’-terminus of the predicted SQN protein [25], an artificial miRNA was designed to further down-regulate *SQN* mRNA levels. In *zll-1 sqn-4* double mutants, *amiRSQN* suppressed stem cell defects and enhanced the frequency of a wild type-like shoot meristem in seedlings up to 31.2% (Table 4). In a reciprocal experiment, to address whether lower levels of *SQN* in *ZLL*-independent accessions such as Col-0 may be a reason for the absence of stem cell defects, *SQN* was ectopically expressed from the strong embryonic *pAtRPS5a* promoter in the Col *zll*^*ago10-1*^ mutant. This construct induced stem cell termination in up to 22.2% of *zll*^*ago10-1*^ transgenic plants (Table 5). Taken together, these results suggest that different *SQN* expression levels in the Ler and Col accessions determine differences in stem cell termination in the absence of *ZLL* function, and that *SQN* is a strong candidate for a gene underlying the *FHE2* QTL.

**Table 5:** **Analysis of ectopic** ***SQN*** **expression in Col** ***zll*** ^***ago10-1***^ **mutants**

Line	***n***	Seedlings showing meristem termination [%]
*zll* ^*ago10-1*^	508	0.6
*zll* ^*ago10-1*^ *pAtRPS5a:SQN#1*	284	6.6
*zll* ^*ago10-1*^ *pAtRPS5a:SQN#3*	134	22.2

*n* = total seedlings counted.

## Discussion

### Different genetic backgrounds influence the role of *ZLL* in stem cell maintenance

Previous studies in *Arabidopsis* have utilised variation between natural accessions to identify the genetic basis for developmental differences [27, 28], including small RNA-mediated regulation of flowering time [29], self-incompatibility [30] and root growth [31]. In the current study, natural genetic modifiers that influence stem cell maintenance in the absence of ZLL function were investigated. The aim was to identify novel components that support ZLL in promoting stem cell maintenance through the regulation of WUS activity [10] and/or modification of miRNA function [12]. QTL mapping in a population of Ler/Col RILs and *zll-1* Col-0 NILs suggested that five *FHE* loci can explain 49% of the variance in stem cell maintenance in Ler-0 and Col-0. In all cases, the presence of the Ler *FHE* alleles with *zll-1* resulted in an increased frequency of stem cell termination, consistent with Col *zll* mutants showing limited degrees of stem cell termination. The Ler/Col RILs were previously analysed for variation in shoot regeneration from tissue culture, which depends on three QTL on chromosomes 1, 4 and 5 [32, 33]. The position of these loci is distinct from the *FHE* QTL, suggesting that the *FHE* loci are unlikely to be involved in shoot formation *per se,* and are more likely to be involved in embryonic meristem function.

Our findings also indicate that differences in *ZLL*-dependency are not limited to the Col-0 and Ler-0 accessions and considerable variation exists between different accessions from North America, Europe and Asia. The two accessions showing the highest frequency of stem cell defects in the presence of *zll-1*, in 55% and 61% of *zll-1* seedlings respectively, were Fe-1 and Ler-0. Limited information is available for the Fe-1 accession, but previous studies of natural genetic variation show that it diverges from Ler and Col in its response to pathogen susceptibility [34, 35]. No obvious phenotypic differences in growth habit, flower development or embryo morphology were detected between Fe-1 and Col-0 to suggest such a prominent difference in response to loss of ZLL function.

Although our analyses are far from saturating, most *ZLL*-dependent accessions analysed here were collected from regions within middle and southern Germany. Recent advances in SNP detection and the availability of large genomic sequence datasets from diverse accessions allows trait variation to be dissected by genome wide association studies (GWAS), which offers a much higher mapping resolution compared to the RILs [28, 36–38]. The number of accessions analysed in this experiment was insufficient for robust GWAS, but such an approach might be useful in future studies to fine map the *FHE* loci and to identify additional loci that contribute to ZLL function in stem cell maintenance. Identification of the genes underlying the *FHE* QTL will show whether the *ZLL*-dependent accessions share a common recent ancestor containing a set of genetic modifications influencing stem cell maintenance, or if geographical conditions have independently influenced selection of polymorphisms in the modifier loci.

### Conserved differences in embryonic gene expression are detected between different Arabidopsis accessions

The first defects in stem cell maintenance in *zll-1* mutants are observed at the torpedo stage of embryogenesis [10], suggesting that *FHE* modifiers of ZLL function should be active at this stage. 

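Of the gene groups set before the data were examined, few members could be measured by name and few of these changed between Fe-1/Ler-0 and Col-0. Among 5 measured regulators of the shoot meristem, POL, a phosphatase gene of the CLAVATA pathway, rose by 0.46 on the log2 scale (adjusted p = 0.0209) and 4 did not pass the test, among them RBL at 0.55 (adjusted p = 0.0559) and the stem cell signal CLV3 at -0.23 (adjusted p = 0.316); adjusted over the list alone, 2 passed. Among 5 genes of photosynthesis, the light-harvesting gene LHCB4.2 fell by 0.51 (adjusted p = 0.00958) and 4 did not pass, and adjusted over the list alone 1 passed. The small heat shock protein gene AT1G53540 fell by 0.65, the other gene of the heat list did not pass, and STZ, a zinc finger gene and the only measured member of the wounding list, rose by 0.57. None of 3 genes of small RNA biogenesis, 3 immunophilins, 3 cell cycle genes, 2 ARGONAUTE genes, 2 genes of polarity and auxin, 1 HD-ZIP III gene (PHV, at 0.23, adjusted p = 0.142), 2 other miRNA targets, 1 seed storage gene, 2 endosperm markers and 4 seed coat markers passed. The seed coat genes DFR and BAN, enzymes of flavonoid synthesis, had log2 differences of 1.97 (adjusted p = 0.131) and 1.42 (adjusted p = 0.345). BAN was at 8.77 in Fe-1 replicate 2, 7.40 in Fe-1 replicate 3 and 7.61 in Van-0, and between 4.67 and 5.95 in the other arrays. DFR was at 9.51 in Fe-1 replicate 2, 7.97 in Ler-0, 7.53 in Fe-1 replicate 3 and 7.43 in Van-0. In the other arrays DFR lay between 5.28 and 6.33. Members were tested with limma at an adjusted p under 0.05 and any fold. As a set, the photosynthesis genes were lower than other genes with camera's preset correlation (adjusted p = 0.0286), but not with an estimated correlation (p = 0.192 with an estimated correlation, adjusted 0.686). Camera gave the other 5 lists with 3 or more measured members adjusted p-values from 0.398 to 0.624. Fry, which asks whether the members changed in one direction at all, gave 0.0767 as its lowest adjusted p. Fry's test for change in either direction gave an unadjusted p of 0.00187 for the meristem list. For photosynthesis it was 0.00999, and for the other lists from 0.505 to 0.982. Adjusted over the list alone, 1 member each of the polarity, other miRNA target and heat lists passed. The HD-ZIP III and wounding lists had 1 measured member each, so there was nothing to adjust over. The unadjusted p of PHV from limma was 0.036, which counts as no call here. POL did not pass with median centring or without Col-0 replicate 1 or 3 or Fe-1 replicate 1 or 3. AT1G53540 did not pass without any single array of Col-0 or Fe-1, and STZ not without any single array of Col-0 or without Fe-1 replicate 2 or 3. With the replicate number as a block, neither POL nor AT1G53540 passed.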

Microarray analysis identified multiple genes showing natural variation in embryonic gene expression at the torpedo-stage. These expression profiles suggest it is unlikely that any causative polymorphisms influencing *ZLL*-dependency in the seven analysed accessions lead to common changes in mRNA expression of the genes underlying the Ler/Col *FHE* loci. This is not surprising, since the *FHE* QTL may differ between diverged accessions and the specific polymorphism(s) leading to *ZLL*-dependency may not lead to a change in mRNA expression, but rather have effects on protein function or accumulation.

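Between all ZLL-dependent and all ZLL-independent accessions, 3 of the 20 probe sets listed near the FHE loci passed the threshold: AT2G14800, AT2G33220 and AT5G38960, each lower in the ZLL-dependent accessions. They are among the 12 genes of which the paper calls none tightly linked to these loci, although Table 3 lists them in the vicinity. With 1 mean per accession only AT2G33220 passed. With the accession as a random block in limma AT2G14800 did not pass (adjusted p = 0.0654). SQN differed by 0.66 on the log2 scale (standard error 0.74, adjusted p = 0.688 from limma), with Ts-1 and Van-0 above and Col-0 below every ZLL-dependent accession. The difference for an accession such as Bay-0 rests on 1 array.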

Of the 12 genes differentially expressed in the combined *ZLL*-dependent versus *ZLL*-independent accessions, none were tightly linked to the Ler/Col *FHE* loci or had documented functions in meristem development or RNAi. In addition, only two of the genes showed any expression correlation across a developmental series (0.84; At1g78820 vs At5g28770; Genevestigator [39]), suggesting that the group are unlikely to be associated closely in the same pathway. Despite this, it is possible that variable expression of these genes in the different accessions is at least partly dependent on activity of the *FHE* loci. This is also possible for the remaining 427 genes that showed accession-specific expression during embryogenesis.

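None of the measured regulators of the shoot meristem or of small RNA pathways passed the test between the ZLL-dependent and ZLL-independent accessions. CLV3 was at a log2 difference of -0.60 (adjusted p = 0.121), POL at 0.37 (adjusted p = 0.104) and RBL at 0.43 (adjusted p = 0.136), and adjusted over the list alone 3 of the 5 meristem genes passed. PHV, the HD-ZIP III gene measured, had a difference of 0.13 (adjusted p = 0.513) and AGO7 one of 0.13 (adjusted p = 0.362). No member of any of the 15 lists passed, and adjusted over the list alone 1 of the polarity and 1 of the heat list did. The 5 photosynthesis genes were lower as a set with camera's preset correlation (adjusted p = 0.0132), but not with an estimated correlation (p = 0.111 with an estimated correlation). The other sets had camera adjusted p-values from 0.492 to 0.919, and the lowest adjusted p from fry in one direction was 0.180. Fry's test for change in either direction gave an unadjusted p of 0.0113 for the meristem list and 0.224 or above for the others. Single genes were tested with limma at an adjusted p under 0.05, with each array as a sample.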

### A hypomorphic *SQUINT* allele may support stem cell maintenance in Columbia *zll* mutants

Restricting the embryonic expression profile comparisons to the three most relevant accessions (Col-0, Ler-0 and Fe-1), in combination with double mutant analysis, identified *SQN* as a candidate modifier underlying the *FHE2* QTL. 

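In the probe set of Table 3, SQN had a signal of 6.00 ± 0.11 (SD, n = 3 arrays) in Col-0, 8.65 ± 0.05 (n = 3) in Fe-1 and 8.15 in the Ler-0 array. This is 6.26-fold the Col-0 level in Fe-1 and 4.43-fold in Ler-0. With Fe-1 and Ler-0 weighted equally, in a limma fit with 1 mean per accession, the log2 difference from Col-0 was 2.40, or 5.27-fold (adjusted p = 3.29e-06).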

In Col-0, embryonic *SQN* expression is 5-fold lower than Ler-0 and Fe-1. Consistent with a role in modifying stem cell development, decreased SQN activity in Ler via *sqn-4* and *amiRSQN* partially rescued stem cell maintenance in the *zll-1* background, while increased *SQN* expression in Col *zll*^*ago10-1*^ induced stem cell termination. Although the effects were greater than the predicted quantitative contribution of the *FHE2* QTL, this may be due to the nature of the polymorphisms between *SQN*^*Ler*^ and *SQN*^*Col*^*.* Only synonymous SNPs are present in the *SQN* coding sequence between Ler-0 and Col-0, indicating that differences in enzyme amino acid sequence cannot explain differences in function. In contrast, significant variations including insertions and deletions are present in the 5’ sequence upstream of the *SQN* gene ( [40]; Additional file 5). Notably, a 6.6 kb MULE-related transposon sequence, annotated as At2g15800/At2g15810, is inserted close to the transcriptional start site of *SQN*. This insertion is located 500 bp upstream of the predicted *SQN* start codon in Col-0 but is absent from Ler-0 (Additional file 5). The presence of this insertion varies between *Arabidopsis* accessions [41], and may contribute to natural variation in *SQN* expression as detected for other genes tightly linked to transposon sequences [42].

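SQN was at 6.55 in the Bay-0 array and 7.10 in the Nw-0 array, 1.46-fold and 2.14-fold the level of Col-0. The mean of Bay-0 and Nw-0 was above Col-0 by 0.82 on the log2 scale (standard error 0.090, adjusted p = 0.0013), and the mean of Fe-1 and Ler-0 was above Bay-0 and Nw-0 by 1.57 (adjusted p = 5.97e-05). Both are contrasts of a limma fit with 1 mean per accession, in which the spread comes from Col-0 and Fe-1 and the single arrays are assumed to vary like them.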

Although variable *SQN* expression levels correlate with differences in stem cell maintenance in Ler-0, Fe-1 and Col-0, and to a lesser extent in the Bay-0 and Nw-0 accessions, this is not the case in all accessions examined. 

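SQN was at 9.44 in the Ts-1 array and 9.03 in the Van-0 array, 10.8-fold and 8.15-fold the Col-0 level. The mean of Ts-1 and Van-0 was above that of Fe-1 and Ler-0 by 0.83 on the log2 scale (standard error 0.090), or 1.78-fold (adjusted p = 0.00148 from limma), and above Col-0 by 3.23, or 9.38-fold (adjusted p = 1.89e-06). The comparison with Fe-1 and Ler-0 rests on 1 array of each of Ts-1, Van-0 and Ler-0 and takes the spread from the replicate arrays of Col-0 and Fe-1. Its 1.78-fold difference is below the 3-fold limit, and without the Ler-0 array the log2 difference was 0.58.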

*SQN* mRNA levels in the *ZLL*-independent Ts-1 and Van-0 lines were unchanged relative to Fe-1/Ler-0. Therefore, alternative *FHE* loci may play a more important role in these accessions. It is possible that some of this variation may be due to subtle transcriptional or post-transcriptional changes in the function of other meristem or RNAi-related genes physically linked to the *FHE* loci reported here (Additional file 6). 

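Of the 26 meristem and RNAi-related genes that the paper lists near the FHE loci, 2 were measured by a probe set that the annotation gives to that gene alone. SQN was higher in Fe-1/Ler-0 than in Col-0. RR19, a response regulator gene, was at a log2 difference of -0.0089 (adjusted p = 0.985) between these accessions and of -0.22 (adjusted p = 0.567) between the ZLL-dependent and ZLL-independent accessions, both from limma. The genes without such a probe set were not analysed here.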

Further analysis of F_2_ progeny from Ler *zll-1* and Ts-1 or Van-0 crosses will allow the major *FHE* loci that influence stem cell maintenance in these accessions to be positioned.

## Conclusions

Our current model for *FHE2* function is based upon a conserved increase in *SQN* mRNA levels in Ler-0 and Fe-1 compared to Col-0. 

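The log2 difference in SQN between Fe-1/Ler-0 and Col-0 lay between 2.46 and 2.65 when each array was left out in turn, and its adjusted p from limma stayed at or below 0.00145. The paper bases its model of FHE2 on this difference in mRNA level. It proposes SQN as a candidate modifier underlying FHE2 from 2 further lines of evidence as well. These are the map position of the gene at the FHE2 QTL and the effect of lower and higher SQN activity in zll mutants.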

SQN is predicted to enhance AGO1 activity through function as a co-factor [26]. In combination with a *zll* mutation, which allows AGO1 greater access to miR165/166, increased levels of *SQN* in Ler-0 enhance repression of AGO1 targets, such as the Class III HD-ZIPs, and lead to a high frequency of terminal stem cell differentiation. Conversely in Col-0, where embryonic *SQN* expression is 5-fold lower than Fe-1/Ler-0, AGO1 is less efficient at reducing Class III HD-ZIP expression and inducing stem cell termination in the absence of *ZLL* function. In line with this, Col *zll*^*ago10-1*^ mutants showed no detectable change in Class III HD-ZIP mRNA levels or other miRNA targets compared to Col-0 wild-type (Additional file 7), despite containing a functional AGO1 gene [9]. Only when embryonic *SQN* expression was increased via the *AtRPS5a:SQN* construct did a high frequency of Col *zll*^*ago10-1*^ seedlings show meristem termination. Although changes in *SQN* expression alone cannot account for the drastic differences between *zll* phenotypes in Col-0 and Ler-0, it is likely that *SQN* forms part of an important pathway that contributes to *ZLL* function and FHE activity during stem cell development. Further characterisation of the *FHE* loci using emerging genomic and genetic resources, in combination with second-site mutagenesis studies in *zll*^*ago10-1*^, will aid the identification of the responsible loci as well as determine their conservation in diverged *Arabidopsis* accessions.

## Methods

### Plant material

Seeds were germinated on soil and grown as described previously [43]. The Col *zll*^*ago10-1*^[18] and Ler *zll-1*[8] mutants have also been described previously. Seeds from the Ler/Col Recombinant Inbred Lines (N4859) and various *Arabidopsis* accessions were obtained from the Nottingham *Arabidopsis* stock centre (NASC). Single Nucleotide Polymorphism (SNP) haplotype alignments were created using publically available data (http://www.naturalvariation.org) in Geneious (http://www.geneious.com/). Maximum-likelihood trees were generated in Mega5.2 [44]. Defects in stem cell maintenance were scored in seedlings between 11–15 days post germination. Seedlings that contained an empty apex, a single filament, a single leaf or two leaves in place of a viable shoot meristem, were scored as showing stem cell defects, as per previous studies [8, 10]. Although phenotypic *zll* mutants terminate primary meristem development, secondary adventitious meristems produce viable flowers that can be used for crossing.

### Meristem measurements

The number of cells in the embryonic meristem was determined by staining with propidium iodide and confocal laser microscopy as described previously [45]. Confocal laser microscopy was performed at the Life Imaging Center (LIC, Freiburg).

### Mapping

All new markers used in this study were PCR based, and designed from the Cereon collection [46] to detect insertions/deletions (INDELs) or single nucleotide polymorphisms (SNPs) by derived cleaved amplified polymorphism (dCAPS) primers. Primer sequences are shown in Additional file 8.

### QTL analysis

Molecular map information for the Ler/Col RILs was downloaded from the NASC website (http://Arabidopsis.info/RI_data/full_markers.text). QTL analysis was performed with the software package PlabMQTL [47] using composite interval mapping [48, 49] and a multiple regression procedure [50]. Cofactors were selected based on the modified Bayesian Information Criterion [51] and critical Logarithm of the odds (LOD) thresholds were determined empirically with 1,000 random permutations [52]. The proportion of variance explained by the detected QTL (*p*) was obtained from the adjusted R^2^ value of the QTL model and the proportion of variance explained by individual QTL by normalizing to sum up to the total *p*.

### Microarray profiling

Torpedo-stage embryos were dissected from maturing seeds in 1×PBS and stored on ice for no longer than 1 hour before snap freezing in liquid nitrogen. Approximately 100 embryos were harvested from each accession. RNA was extracted using the RNeasy Plant Minikit (with on-column DNAse treatment; Qiagen) according to manufacturer’s instructions. 10 μg total RNA was hybridised to Affymetrix ATH1 chips at ATLAS Biolabs (Berlin, Germany). Expression analysis and normalisation was performed in R using the RMA package, following a previously established pipeline [53]

### Cloning

Three artificial miRNAs targeting *SQN* were designed using the Web MicroRNA designer program; http://wmd3.weigelworld.org/cgi-bin/webapp.cgi[54] and cloned into the pJet2.1 expression vector. After sequencing, the amiRNA constructs were sub-cloned via BamHI digest into pEG278. Finally, *p35S:amiRSQN-term* was cloned into the PacI site of the pGreen II destination vector [55]. Plant transformation was carried out by Agrobacterium-mediated floral dipping. After selection of T1 and T2 transformants, T3 homomozygous lines were used for final analysis.

To generate *pAtRPS5a:SQN,* genomic DNA of *SQN* was amplified by oFR126-Fr/oFR127-Rev primers harboring LIC cloning fragments and subcloned into the pJet2.1 expression vector. After sequencing, the *SQN* genomic fragment was cloned using the LIC cloning protocol [56], into a modified pGreenII vector containing the *AtRPS5a* promoter, LIC cloning site and *Nos* terminator. Full primer details are available on request.

### Availability of supporting data

The microarray data sets supporting the results of this article are available in the Gene Expression Omnibus (GEO) repository, accessible via the GSE47884 identifier.

## Electronic supplementary material

Additional file 1: **Table showing the frequency of shoot meristem termination phenotypes in** ***zll-1*** **x Ler/Col RIL F**_**2**_ **seedlings as a proportion of the total homozygous mutants.**

Additional file 2: **Chromosome map showing INDEL and dCAPs markers used for near isogenic line genotyping.**

Additional file 3: **Table showing total number of genes differentially expressed (log**_**2**_ **FC >1.5, p <0.05) in torpedo stage embryos from different** ***Arabidopsis*** **accessions.**

Additional file 4: **Table showing differentially expressed genes between all** ***ZLL*** **-dependent and** ***ZLL*** **-independent accessions.**

Additional file 5: **Table showing polymorphisms identified between the Ler-0 and Col-0 genomic sequence of** ***SQN*** [40].

Additional file 6: **Table showing meristem and RNAi-related genes located close to** ***FHE*** **QTL map positions.**

Additional file 7: **Table showing genes with altered expression in** ***zll*** ^***ago10-1***^ **inflorescence meristems compared to Col-0.**

Additional file 8: **Table showing primer sequences used for mapping.**

## References

[1] Aichinger E, Kornet N, Friedrich T, Laux T (2012). Plant stem cell niches. Annu Rev Plant Biol.

[2] Murray JA, Jones A, Godin C, Traas J (2012). Systems analysis of shoot apical meristem growth and development: integrating hormonal and mechanical signaling. Plant Cell.

[3] Tucker MR, Laux T (2007). Connecting the paths in plant stem cell regulation. Trends Cell Biol.

[4] Knauer S, Holt AL, Rubio-Somoza I, Tucker EJ, Hinze A, Pisch M, Javelle M, Timmermans MC, Tucker MR, Laux T (2013). A protodermal miR394 signal defines a region of stem cell competence in the arabidopsis shoot meristem. Dev Cell.

[5] Mayer KFX, Schoof H, Haecker A, Lenhard M, Jürgens G, Laux T (1998). Role of WUSCHEL in regulating stem cell fate in the Arabidopsis shoot meristem. Cell.

[6] Schoof H, Lenhard M, Haecker A, Mayer KFX, Jürgens G, Laux T (2000). The stem cell population of Arabidopsis shoot meristems is maintained by a regulatory loop between the CLAVATA and WUSCHEL genes. Cell.

[7] Brand U, Fletcher JC, Hobe M, Meyerowitz EM, Simon R (2000). Dependence of stem cell fate in Arabidopsis on a feedback loop regulated by CLV3 activity. Science.

[8] Moussian B, Schoof H, Haecker A, Jürgens G, Laux T (1998). Role of the ZWILLE gene in the regulation of central shoot meristem cell fate during Arabidopsis embryogenesis. EMBO J.

[9] Bohmert K, Camus I, Bellini C, Bouchez D, Caboche M, Benning C (1998). AGO1 defines a novel locus of Arabidopsis controlling leaf development. EMBO J.

[10] Tucker MR, Hinze A, Tucker EJ, Takada S, Jurgens G, Laux T (2008). Vascular signalling mediated by ZWILLE potentiates WUSCHEL function during shoot meristem stem cell development in the Arabidopsis embryo. Development.

[11] Mallory AC, Hinze A, Tucker MR, Bouche N, Gasciolli V, Elmayan T, Lauressergues D, Jauvion V, Vaucheret H, Laux T (2009). Redundant and specific roles of the ARGONAUTE proteins AGO1 and ZLL in development and small RNA-directed gene silencing. PLoS Genet.

[12] Zhu H, Hu F, Wang R, Zhou X, Sze SH, Liou LW, Barefoot A, Dickman M, Zhang X (2011). Arabidopsis Argonaute10 specifically sequesters miR166/165 to regulate shoot apical meristem development. Cell.

[13] Lynn K, Fernandez A, Aida M, Sedbrook J, Tasaka M, Masson P, Barton MK (1999). The PINHEAD/ZWILLE gene acts pleiotropically in Arabidopsis development and has overlapping functions with the ARGONAUTE1 gene. Development.

[14] Brodersen P, Sakvarelidze-Achard L, Bruun-Rasmussen M, Dunoyer P, Yamamoto YY, Sieburth L, Voinnet O (2008). Widespread translational inhibition by plant miRNAs and siRNAs. Science.

[15] Vaucheret H (2008). Plant ARGONAUTES. Trends Plant Sci.

[16] Manavella PA, Weigel D, Wu L (2011). Argonaute10 as a miRNA locker. Cell.

[17] Liu Q, Yao X, Pi L, Wang H, Cui X, Huang H (2008). The ARGONAUTE10 gene modulates shoot apical meristem maintenance and leaf polarity establishment by repressing miR165/166 in Arabidopsis. Plant J.

[18] Takeda A, Iwasaki S, Watanabe T, Utsumi M, Watanabe Y (2008). The mechanism selecting the guide strand from small RNA duplexes is different among argonaute proteins. Plant Cell Physiol.

[19] Vollbrecht E, Reiser L, Hake S (2000). Shoot meristem size is dependent on inbred background and presence of the maize homeobox gene, knotted1. Development.

[20] Moussian B, Haecker A, Laux T (2003). ZWILLE buffers meristem stability in Arabidopsis thaliana. Dev Genes Evol.

[21] Torii KU, Mitsukawa N, Oosumi T, Matsuura Y, Yokoyama R, Whittier RF, Komeda Y (1996). The Arabidopsis ERECTA gene encodes a putative receptor protein kinase with extracellular leucine-rich repeats. Plant Cell.

[22] Platt A, Horton M, Huang YS, Li Y, Anastasio AE, Mulyati NW, Agren J, Bossdorf O, Byers D, Donohue K (2010). The scale of population structure in Arabidopsis thaliana. PLoS Genet.

[23] Lister C, Dean C (1993). Recombinant inbred lines for mapping rflp and phenotypic markers in arabidopsis-thaliana. Plant J.

[24] Berardini TZ, Bollman K, Sun H, Poethig RS (2001). Regulation of vegetative phase change in Arabidopsis thaliana by cyclophilin 40. Science.

[25] Prunet N, Morel P, Thierry AM, Eshed Y, Bowman JL, Negrutiu I, Trehin C (2008). REBELOTE, SQUINT, and ULTRAPETALA1 function redundantly in the temporal regulation of floral meristem termination in Arabidopsis thaliana. Plant Cell.

[26] Smith MR, Willmann MR, Wu G, Berardini TZ, Moller B, Weijers D, Poethig RS (2009). Cyclophilin 40 is required for microRNA activity in Arabidopsis. Proc Natl Acad Sci USA.

[27] Weigel D (2012). Natural variation in Arabidopsis: from molecular genetics to ecological genomics. Plant Physiol.

[28] Atwell S, Huang YS, Vilhjalmsson BJ, Willems G, Horton M, Li Y, Meng D, Platt A, Tarone AM, Hu TT (2010). Genome-wide association study of 107 phenotypes in Arabidopsis thaliana inbred lines. Nature.

[29] Zhai J, Liu J, Liu B, Li P, Meyers BC, Chen X, Cao X (2008). Small RNA-directed epigenetic natural variation in Arabidopsis thaliana. PLoS Genet.

[30] Nasrallah ME, Liu P, Sherman-Broyles S, Boggs NA, Nasrallah JB (2004). Natural variation in expression of self-incompatibility in Arabidopsis thaliana: implications for the evolution of selfing. Proc Natl Acad Sci USA.

[31] Mouchel CF, Briggs GC, Hardtke CS (2004). Natural genetic variation in Arabidopsis identifies BREVIS RADIX, a novel regulator of cell proliferation and elongation in the root. Genes Dev.

[32] Lall S, Nettleton D, DeCook R, Che P, Howell SH (2004). Quantitative trait loci associated with adventitious shoot formation in tissue culture and the program of shoot development in Arabidopsis. Genet.

[33] DeCook R, Lall S, Nettleton D, Howell SH (2006). Genetic regulation of gene expression during shoot development in Arabidopsis. Genet.

[34] Wang Y, Meng Y, Zhang M, Tong X, Wang Q, Sun Y, Quan J, Govers F, Shan W (2011). Infection of Arabidopsis thaliana by Phytophthora parasitica and identification of variation in host specificity. Mol Plant Pathol.

[35] Grant MR, McDowell JM, Sharpe AG, de Torres ZM, Lydiate DJ, Dangl JL (1998). Independent deletions of a pathogen-resistance gene in Brassica and Arabidopsis. Proc Natl Acad Sci USA.

[36] Seren U, Vilhjalmsson BJ, Horton MW, Meng D, Forai P, Huang YS, Long Q, Segura V, Nordborg M (2012). GWAPP: a Web application for genome-wide association mapping in arabidopsis. Plant Cell.

[37] Cockram J, White J, Zuluaga DL, Smith D, Comadran J, Macaulay M, Luo Z, Kearsey MJ, Werner P, Harrap D (2010). Genome-wide association mapping to candidate polymorphism resolution in the unsequenced barley genome. Proc Natl Acad Sci USA.

[38] Alheit KV, Maurer HP, Reif JC, Tucker MR, Hahn V, Weissmann EA, Wurschum T (2012). Genome-wide evaluation of genetic diversity and linkage disequilibrium in winter and spring triticale (x Triticosecale Wittmack). BMC Genomics.

[39] Hruz T, Laule O, Szabo G, Wessendorp F, Bleuler S, Oertle L, Widmayer P, Gruissem W, Zimmermann P (2008). Genevestigator v3: a reference expression database for the meta-analysis of transcriptomes. Adv Bioinf.

[40] Gan X, Stegle O, Behr J, Steffen JG, Drewe P, Hildebrand KL, Lyngsoe R, Schultheiss SJ, Osborne EJ, Sreedharan VT (2011). Multiple reference genomes and transcriptomes for Arabidopsis thaliana. Nature.

[41] Cao J, Schneeberger K, Ossowski S, Gunther T, Bender S, Fitz J, Koenig D, Lanz C, Stegle O, Lippert C (2011). Whole-genome sequencing of multiple Arabidopsis thaliana populations. Nat Genet.

[42] Wang X, Weigel D, Smith LM (2013). Transposon variants and their effects on gene expression in Arabidopsis. PLoS Genet.

[43] Laux T, Mayer KFX, Berger J, Jürgens G (1996). The WUSCHEL gene is required for shoot and floral meristem integrity in Arabidopsis. Development.

[44] Tamura K, Peterson D, Peterson N, Stecher G, Nei M, Kumar S (2011). MEGA5: molecular evolutionary genetics analysis using maximum likelihood, evolutionary distance, and maximum parsimony methods. Mol Biol Evol.

[45] Wurschum T, Gross-Hardt R, Laux T (2006). APETALA2 regulates the stem cell niche in the Arabidopsis shoot meristem. Plant Cell.

[46] Jander G, Norris SR, Rounsley SD, Bush DF, Levin IM, Last RL (2002). Arabidopsis map-based cloning in the post-genome era. Plant Physiol.

[47] Utz HF (2012). PlabMQTL Manual - Software for meta-QTL analysis with composite interval mapping. Version 0.5s.

[48] Jansen RC, Stam P (1994). High resolution of quantitative traits into multiple loci via interval mapping. Genet.

[49] Zeng ZB (1994). Precision mapping of quantitative trait loci. Genet.

[50] Haley CS, Knott SA (1992). A simple regression method for mapping quantitative trait loci in line crosses using flanking markers. Heredity (Edinb).

[51] Baierl A, Bogdan M, Frommlet F, Futschik A (2006). On locating multiple interacting quantitative trait loci in intercross designs. Genet.

[52] Churchill GA, Doerge RW (1994). Empirical threshold values for quantitative trait mapping. Genet.

[53] D’Onofrio C, Cox A, Davies C, Boss PK (2009). Induction of secondary metabolism in grape cell cultures by jasmonates. Funct Plant Biol.

[54] Schwab R, Ossowski S, Riester M, Warthmann N, Weigel D (2006). Highly specific gene silencing by artificial microRNAs in Arabidopsis. Plant Cell.

[55] Hellens R, Mullineaux P, Klee H (2000). Technical focus:a guide to agrobacterium binary Ti vectors. Trends Plant Sci.

[56] Eschenfeldt WH, Lucy S, Millard CS, Joachimiak A, Mark ID (2009). A family of LIC vectors for high-throughput cloning and purification of proteins. Methods Mol Biol.

# Supplementary material for: Accession-specific modifiers act with ZWILLE/ARGONAUTE10 to maintain shoot meristem stem cells during embryogenesis in Arabidopsis
**Source:** BMC Genomics. 2013 Nov 20;14(1):809. doi: 10.1186/1471-2164-14-809
**Supplement:** Supplementary file 1 — Additional file 1: Table showing the frequency of shoot meristem termination phenotypes in zll-1 x Ler/Col RIL F 2 seedlings as a proportion of the total homozygous mutants.

Additional File 1: Shoot meristem termination in *zll-1* x Ler/Col RIL F₂ seedlings as a proportion of the total homozygous mutants.

RIL Identifier	% Seedlings showing meristem termination	RIL Identifier	% Seedlings showing meristem termination	RIL Identifier	% Seedlings showing meristem termination
Col	2	N1933	-	N1967	-
Ler	55	N1934	16	N1968	33
N1900	8	N1935	29	N1969	33
N1901	6	N1936	17	N1970	0
N1903	5	N1937	-	N1971	13
N1904	21	N1938	40	N1972	47
N1905	15	N1939	25	N1973	11
N1906	9	N1940	7	N1974	37
N1907	43	N1941	11	N1975	7
N1908	27	N1942	43	N1976	20
N1909	9	N1943	60	N1977	34
N1910	28	N1944	14	N1978	28
N1911	30	N1945	22	N1979	8
N1912	25	N1946	14	N1980	42
N1913	17	N1947	6	N1981	11
N1914	13	N1948	19	N1982	7
N1915	7	N1949	12	N1983	14
N1916	10	N1950	21	N1984	17
N1917	32	N1951	7	N1985	6
N1918	21	N1952	-	N1986	27
N1919	9	N1953	28	N1987	18
N1920	13	N1954	20	N1988	16
N1921	14	N1955	5	N1989	19
N1922	27	N1956	13	N1990	34
N1923	59	N1957	21	N1991	16
N1924	13	N1958	27	N1992	24
N1925	16	N1959	29	N1993	4
N1926	27	N1960	22	N1994	30
N1927	16	N1961	7	N1995	6
N1928	23	N1962	36	N1996	20
N1929	10	N1963	44	N1997	13
N1930	18	N1964	30	N1998	11
N1931	42	N1965	19	N1999	10
N1932	19	N1966	18	N4686	38

# Supplementary material for: Accession-specific modifiers act with ZWILLE/ARGONAUTE10 to maintain shoot meristem stem cells during embryogenesis in Arabidopsis
**Source:** BMC Genomics. 2013 Nov 20;14(1):809. doi: 10.1186/1471-2164-14-809
**Supplement:** Supplementary file 2 — Additional file 2: Chromosome map showing INDEL and dCAPs markers used for near isogenic line genotyping.

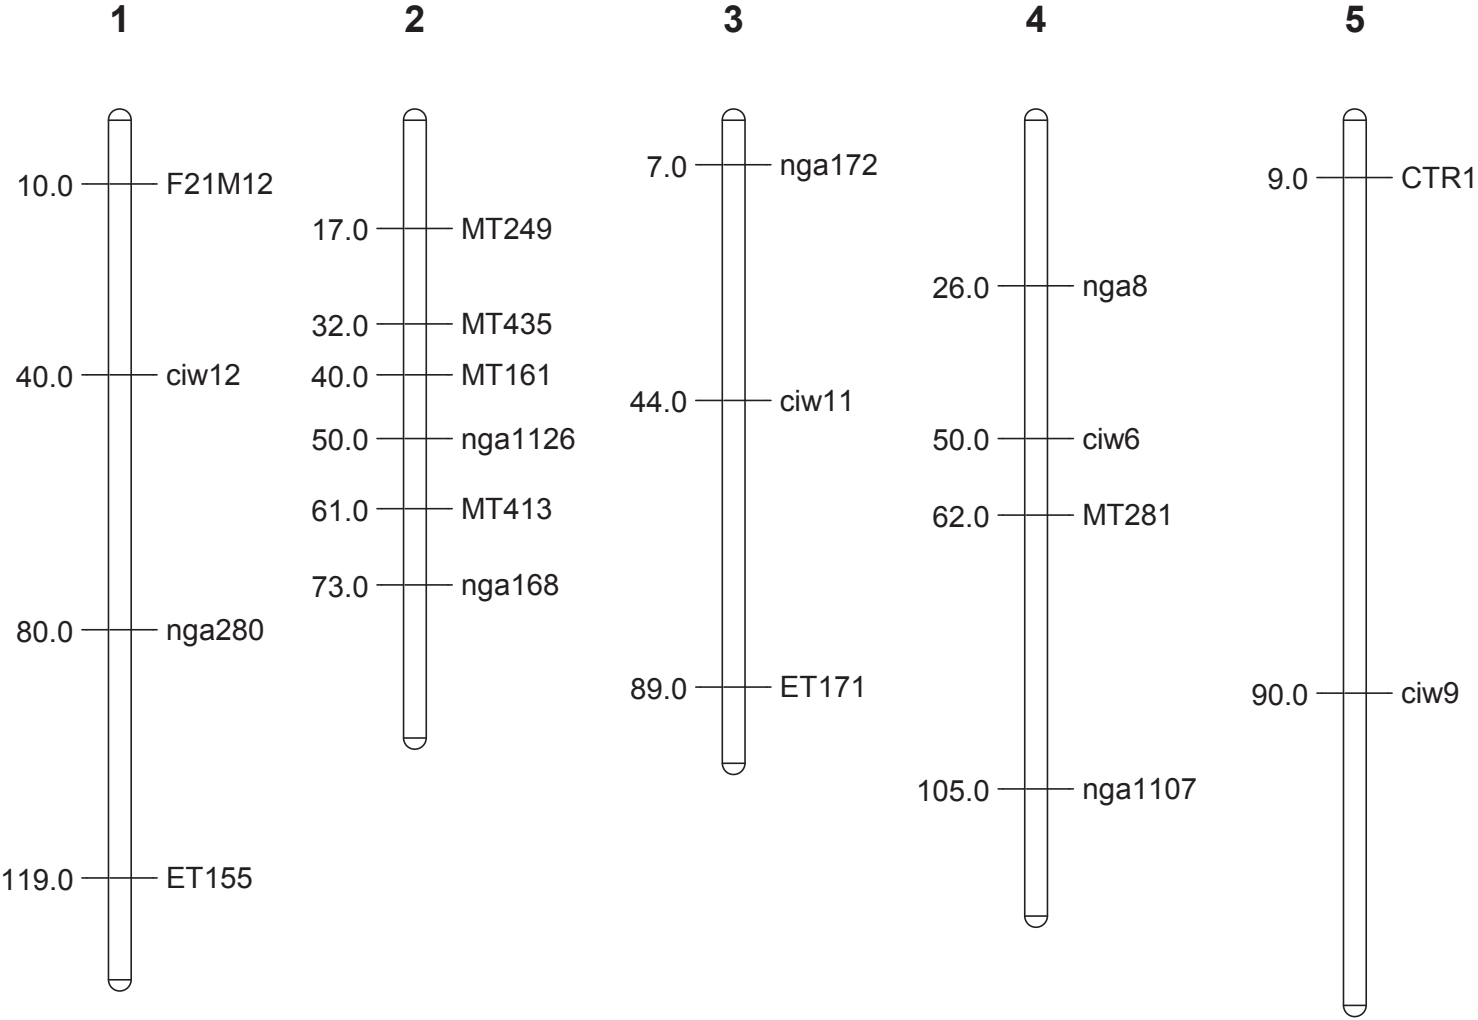

Additional File 2. Insertion/Deletion (INDEL) and derived Cleaved Amplified Polymorphic Sequence (dCAPs) markers used for near isogenic line genotyping. Numbers at the top indicate the chromosome while numbers on chromosomes indicate the centiMorgan (cM) position.

# Supplementary material for: Accession-specific modifiers act with ZWILLE/ARGONAUTE10 to maintain shoot meristem stem cells during embryogenesis in Arabidopsis
**Source:** BMC Genomics. 2013 Nov 20;14(1):809. doi: 10.1186/1471-2164-14-809
**Supplement:** Supplementary file 4 — Additional file 4: Table showing differentially expressed genes between all ZLL -dependent and ZLL -independent accessions.

Additional File 4. Genes showing differential expression between grouped *ZLL*-dependent and *ZLL*-independent accessions.

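The 12 probe sets were compared with each accession as 1 sample as well as with each array as 1 sample. The accession means of the ZLL-dependent accessions did not overlap those of the ZLL-independent accessions in any of the 12, an arrangement that 5.71% of unchanged probe sets would show by chance. With the accession as a random block in limma, in which arrays of one accession had an estimated correlation of 0.60, 7 of the 12 passed: AT5G17100, AT5G27240, AT5G56910, AT2G33220, AT5G18360, AT1G12730 and AT5G38960. AT3G61010 had an adjusted p of 0.343 in that fit, AT4G16710 one of 0.284 and AT1G78820 one of 0.273. The list was chosen by the paper on these arrays, so that these counts are not independent evidence.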

Affy ID	Gene	Description	Fold Change<br>(ZLL-dep. vs<br>ZLL-ind.)	p-value
246471_s_at	AT5G17100	unknown	-10.0	0.00
246817_at	AT5G27240	DNAJ domain-containing protein	-3.3	0.01
247988_at	AT5G56910	unknown	3.0	0.01
245925_at	AT5G28770	BZO2H3; DNA binding	3.2	0.01
245442_at	AT4G16710	Glycosyl transferase 28	3.2	0.02
267110_at	AT2G14800	unknown	3.7	0.01
264279_s_at	AT1G78820	curculin-like lectin family protein	4.6	0.02
251347_at	AT3G61010	Glycosyl hydrolase 85	4.6	0.04
245169_at	AT2G33220	Similar to MEE4	5.3	0.00
250038_at	AT5G18360	Putative TIR-NBS-LRR	5.7	0.00
255939_at	AT1G12730	cell division cycle protein-related	6.1	0.00
249479_at	AT5G38960	Putative germin-like protein	6.5	0.00
Affy ID = Affymetrix gene chip identifier, ZLL-dep. = ZLL-dependent, ZLL-ind. = ZLL independent,<br>Fold change = >3.0, p <0.05

# Supplementary material for: Accession-specific modifiers act with ZWILLE/ARGONAUTE10 to maintain shoot meristem stem cells during embryogenesis in Arabidopsis
**Source:** BMC Genomics. 2013 Nov 20;14(1):809. doi: 10.1186/1471-2164-14-809
**Supplement:** Supplementary file 6 — Additional file 6: Table showing meristem and RNAi-related genes located close to FHE QTL map positions.

Additional File 6. Meristem and RNAi-related genes located close to *FHE* QTL map positions.

QTL	Gene	Description
<i>FHE1</i>	AT1G46480	WOX4 (WUSCHEL-RELATED HOMEODOMAIN 4)
	AT1G48267	miR161
	AT1G48410	AGO1 (ARGONAUTE 1)
	AT1G48742	miR157D
	AT1G49190	ARR19 (<i>ARABIDOPSIS</i> RESPONSE REGULATOR 19)
	AT1G50030	TOR (TARGET OF RAPAMYCIN)
<i>FHE2</i>	AT2G15790	SQN (SQUINT)
	AT2G16145	miR416
	AT2G16390	DRD1 (DEFECTIVE IN RNA-DIRECTED DNA METHYLATION 1)
<i>FHE3</i>	AT2G28610	PRS (PRESSED FLOWER); transcription factor
	AT2G28650	ATEXO70H8 (exocyst subunit EXO70 family protein H8)
	AT2G32940	ARGONAUTE6 (AGO6)
	AT2G33480	ANAC041 (<i>Arabidopsis</i> NAC domain containing protein 41)
	AT2G33860	ETT (ETTIN); transcription factor
	AT2G33880	WOX9 (STIMPY); transcription factor
	AT2G34202	miR399D
	AT2G34204	miR399E
	AT2G34208	miR399F
	AT2G34650	PID (PINOID); kinase
	AT2G34710	PHB (PHABULOSA); DNA binding / transcription factor
	AT2G35350	PLL1 (POLTERGESIST-LIKE 1)
	AT2G36490	DML1/ROS1 (REPRESSOR OF SILENCING1)
	AT2G36890	ATMYB38/MYB38/RAX2 (myb domain protein 38)
<i>FHE4</i>	AT4G35550	HB-4/WOX13 (WUSCHEL-RELATED HOMEODOMAIN 13)
	AT4G36920	AP2 (APETALA 2)
	AT4G37510	ribonuclease III family protein
<i>FHE5</i>	-	-

# Supplementary material for: Accession-specific modifiers act with ZWILLE/ARGONAUTE10 to maintain shoot meristem stem cells during embryogenesis in Arabidopsis
**Source:** BMC Genomics. 2013 Nov 20;14(1):809. doi: 10.1186/1471-2164-14-809
**Supplement:** Supplementary file 7 — Additional file 7: Table showing genes with altered expression in zll ago10-1 inflorescence meristems compared to Col-0.

Additional File 7. Genes with altered expression in *zll^{ago10-1}* inflorescence meristems compared to Columbia-0.

Gene	Fold Change	p-value	Name	Gene Function	Col-0 (3 replicate average)	SD	<i>ago10-1</i> (3 replicate average)	SD
AT5G43810	-12	0	ZLL	ZLL (ZWILLE) ARGONAUTE Protein	11194	622	1017	476
AT3G30720	-5.5	0.017		unknown protein	3048	844	540	95
AT1G17150	-3.8	0.04		polygalacturonase (pectinase) family protein	17	3	7	6
AT3G45670	-3	0.002		protein kinase-related	235	24	79	7
AT3G01530	-2.9	0.015	AtMYB57	DNA binding / transcription factor	1929	493	674	234
AT2G33830	-2.9	0.018		dormancy/auxin associated family protein	2920	668	980	86
AT4G12490	-2.9	0.04		lipid transfer protein (LTP) family protein	24	9	9	5
AT4G12530	-2.8	0.003		lipid transfer protein (LTP) family protein	729	73	256	20
AT1G66100	-2.8	0.046		thionin, putative	53	20	18	5
AT5G28897	-2.8	0.021		pseudogene	22	6	7	2
AT2G47270	-2.8	0.049		transcription factor/ transcription regulator	233	95	83	31
AT1G58037	-2.8	0.037		similar to DC1 domain-containing protein	22	3	10	6
AT3G48340	-2.8	0.004		cysteine-type peptidase	255	22	97	39
AT1G29660	-2.6	0		GDSL-motif lipase/hydrolase family protein	1272	64	487	81
AT3G04720	-2.6	0.031	PR4	PATHOGENESIS-RELATED 4	663	192	248	27
AT3G27940	-2.6	0.017	LBD26	LOB DOMAIN-CONTAINING 26	153	31	59	3
AT2G24210	-2.5	0.049	TPS10	TERPENE SYNTHASE 10	8784	3351	3421	1117
AT2G36790	-2.5	0.019	UGT73C6	UDP-glucosyltransferase	137	36	56	19
AT5G55690	-2.5	0.045	AGL47	MADS-box protein	415	141	163	7
AT1G29830	-2.5	0.013		unknown	108	21	44	6
AT2G37720	-2.4	0.029		unknown	24	7	10	3
AT1G62280	-2.4	0.021	SLAH1	transporter	126	27	57	30
AT5G38970	-2.4	0.045	BR6OX1	BRASSINOSTEROID-6-OXIDASE	906	301	413	221
AT4G35770	-2.3	0.041	SEN1	DARK INDUCIBLE 1	529	173	219	42
AT2G17000	-2.3	0.038		MS ion channel domain-containing protein	87	28	37	10
AT5G44020	-2.3	0.037		acid phosphatase class B family protein	13150	3957	5584	887
AT3G32980	-2.3	0.022	PER32	peroxidase 32 (PER32)	21	1	10	5
AT2G40113	-2.3	0.009		unknown	39	2	18	6
AT1G78850	-2.3	0.038		lectin family protein	124	39	53	12
AT3G10320	-2.3	0.025	DUF563	unknown	1514	382	694	328
AT3G15450	-2.3	0.035		unknown	65486	1862	28245	2906
AT3G14220	-2.2	0.001		GDSL-motif lipase/hydrolase family protein	2829	259	1274	227
AT1G49500	-2.2	0.01		unknown	443	80	200	38
AT1G47790	-2.2	0.045		F-box family protein	16	5	8	5
AT5G04200	-2.2	0.018	ATMC9	caspase/ cysteine-type peptidase	936	111	453	204
AT1G20180	-2.2	0.045		unknown	232	77	103	22
AT3G01420	-2.2	0.017		ALPHA-DIOXYGENASE 1	95	19	43	5
AT1G61560	-2.2	0.024	MLO6	MILDEW RESISTANCE LOCUS O 6	446	103	217	98
AT5G20250	-2.2	0.041	DIN10	DARK INDUCIBLE 10; hydrolase	10689	3260	4815	778
AT2G01280	-2.2	0.021	MEE65	RNA polymerase II	73	16	34	5
AT1G27020	-2.2	0.002		unknown	265	29	125	27
AT4G28040	-2.1	0.011		nodulin MtN21 family protein	536	102	254	68
AT1G09155	-2.1	0.036	ATPP2-B15	Phloem protein 2-B15; carbohydrate binding	291	86	139	56
AT2G43820	-2.1	0.025	UGT74F2	UDP-glucosyltransferase	829	193	386	52
AT4G35060	-2.1	0.041		heavy-metal-associated protein	1678	481	838	398

AT3G20940	-2.1	0.027	CYP705A30	cytochrome P450	415	57	212	103
AT4G15760	-2.1	0.013		monooxygenase	1339	247	641	95
AT3G59850	-2.1	0.013		polygalacturonase	201	40	97	23
AT3G47210	-2.1	0.004		unknown	118	13	56	4
AT5G25205	-2.1	0.008		transposable element gene	14	3	7	2
AT3G22250	-2.1	0.028		UDP-glucuronosyl/UDP-glucosyl transferase	124	31	62	24
AT3G08040	-2.1	0.009	FRD3	(FERRIC REDUCTASE DEFECTIVE 3	808	63	407	129
AT1G53830	-2.1	0.034	ATPME2	<i>Arabidopsis thaliana</i> pectin methylesterase 2	357	49	187	93
AT1G10455	-2.1	0.023		unknown	30	6	15	7
AT2G38380	-2	0.043		peroxidase 22 (PER22)	80	23	38	5
AT2G15345	-2	0.025		enzyme inhibitor/ pectinesterase	19	4	10	4
AT1G63030	-2	0.021	DDF2	DWARF AND DELAYED FLOWERING	35	5	18	7
AT5G56970	-2	0.011	CKX3	CYTOKININ OXIDASE 3	2286	417	1138	266
AT5G27845	-2	0.029		transposable element gene	21	5	10	1
AT4G39780	-2	0.033		AP2 domain-containing transcription factor	2119	520	1034	69
AT4G37800	-2	0.027		xyloglucan:xyloglucosyl transferase	3483	846	1724	333
AT2G18200	-2	0.044		unknown	27	8	14	6
AT1G22400	-2	0.048	UGT85A1	UDP-glycosyltransferase	4326	1174	2298	1112
AT4G15590	-2	0.049		transposable element gene	19	6	10	4
AT5G35354	-2	0.014		transposable element gene	11	2	6	2
AT4G37610	-2	0.014	BT5	BTB and TAZ domain protein 5	3953	742	2000	349
AT5G34858	-2	0.014		transposable element gene	34	6	17	1
AT1G70680	-2	0.016		caleosin-related family protein	267	50	140	46
AT5G56920	2	0.014		cysteine protease inhibitor	8	2	15	3
AT3G60610	2	0.034		pseudogene	13	6	24	4
AT4G30380	2	0.007	EXLB2	EXPANSIN-LIKE B2 PRECURSOR	14	3	26	4
AT2G03370	2	0.04		serine carboxypeptidase	26	12	48	11
AT2G11851	2	0.033		unknown	9	4	17	1
AT3G01700	2	0.018	AGP11	ARABINOGALACTAN PROTEIN 11	2072	766	3973	736
AT1G18140	2	0	LAC1	Laccase 1; copper ion binding	2562	222	5107	337
AT4G36430	2	0.001		peroxidase	101	17	201	10
AT1G15640	2	0.02		unknown	17	7	32	4
AT4G15210	2	0.002		BETA-AMYLASE	21826	4720	44043	3072
AT1G71450	2	0.045		AP2 domain-containing transcription factor	16	6	33	10
AT1G66020	2	0.016		terpene synthase/cyclase family protein	13	3	26	6
AT5G30520	2.1	0.008		unknown	7	3	14	1
AT5G03400	2.1	0.031		unknown	16	8	30	6
AT3G08900	2.1	0.008	RGP3	Reversibly Glycosylated Polypeptide 3	611	193	1232	177
AT1G29860	2.1	0.036	WRKY71	WRKY DNA-binding protein 71	7	3	13	2
AT5G32566	2.1	0.019		transposable element gene	194	81	383	41
AT5G22610	2.1	0.028		F-box family protein	45	21	86	13
AT3G31430	2.1	0.019		unknown	10	4	20	2
AT4G31877	2.1	0.009	MIR156C	miRNA	24	2	51	8
AT4G08560	2.1	0.047	APUM15	<i>ARABIDOPSIS</i> PUMILIO 15 RNA binding	6	3	11	2
AT5G56470	2.1	0.026		FAD-dependent oxidoreductase	18	9	36	3
AT1G23110	2.1	0.047		unknown	149	14	330	105
AT3G20590	2.1	0.026		non-race specific disease resistance protein	683	341	1372	203
AT1G59885	2.2	0.046		unknown	8	5	16	4
AT1G50580	2.2	0.001		glycosyltransferase family protein	55	7	120	11
AT3G42130	2.2	0.039		glycine-rich protein	1392	771	2748	307
AT2G25160	2.2	0.018	CYP82F1	cytochrome P450, family 82	13	6	27	6
AT3G05920	2.3	0.05		heavy-metal-associated protein	361	216	710	178
AT1G26870	2.3	0.03	ANAC009	<i>Arabidopsis</i> NAC domain containing protein	16	8	32	3
AT4G11190	2.3	0.003		disease resistance-responsive family protein	522	159	1186	152

AT2G30210	2.3	0.033	LAC3	laccase 3; copper ion binding	24	14	49	9
AT5G28600	2.4	0.036		transposable element gene	15	7	35	11
AT1G63950	2.4	0.019		heavy-metal-associated protein	26	4	63	14
AT4G19920	2.7	0.009		disease resistance protein (TIR class)	5	2	12	2
AT3G19350	2.7	0.025		polyadenylate-binding protein-related	72	24	189	55
AT5G28615	2.8	0.048		unknown	30	24	70	19
AT5G35610	3.2	0.004		paired amphipathic helix repeat-containing	12	5	36	7
AT2G11405	4.7	0.002		unknown	15	1	68	6

Legend: SD = standard deviation,

# Supplementary material for: Accession-specific modifiers act with ZWILLE/ARGONAUTE10 to maintain shoot meristem stem cells during embryogenesis in Arabidopsis
**Source:** BMC Genomics. 2013 Nov 20;14(1):809. doi: 10.1186/1471-2164-14-809
**Supplement:** Supplementary file 8 — Additional file 8: Table showing primer sequences used for mapping.

Additional File 8: PCR markers used for mapping QTL.

Marker Name	ID	Chr	Pos (cM)	Forward Primer	Reverse Primer	INDEL (bp Col/Ler)
F21M12	-	1	11	GGCTTTCTCGAAATCTGTCC	TTACTTTTTGCCTCTTGTCATTG	160/200
ciw12	-	1	40	AGGTTTTATTGCTTTTCACA	CTTTCAAAAGCACATCACA	128/115
nga280	-	1	83	GGCTCCATAAAAAGTGCACC	CTGATCTCACGGACAATAGTGC	105/85
ET155	CER450872	1	119	AAGTCCCGAGAATTTACCCA	GGGTTTTTCAGAGAGTGATGATG	215/232
MT249	-	2	17	CAAAAGGCGAAACTCGACTGTA	CGTAGCCTTGTGGCTTCTCGGT	160/130
MT435	CER452622	2	32	TCTTCGGAGGATTACTTTGATGC	TGATGATGACAACAGGGTTCGTT	150/135
MT161	CER459796	2	40	AGGTGAAGATCTCGCGCTAAT	ACTGTTTTTAATCGAAGATGGATGTTA	150/162
nga1126	-	2	50	CGCTACGCTTTTCGGTAAAG	GCACAGTCCAAGTCACAACC	199/191
MT413	CER458055	2	61	TCTTTCCCATTTGTGCACTATCTTG	CGACACCTTTTTTAATCGCAAGTAAG	150/135
nga168	-	2	73	TCGTCTACTGCACTGCCG	GAGGACATGTATAGGAGCCTCG	135/151
nga172	-	3	7	CATCCGAATGCCATTGTTC	AGCTGCTTCCTTATAGCGTCC	162/136
ciw11	-	3	43	CCCCGAGTTGAGGTATT	GAAGAAATTCCTAAAGCATTC	230/179
ET171	CER479303	3	89	ATTGAAGTTGCACGATCATGCG	TCCAAACCATGCAATGATGC	251/226
nga8	-	4	26	TGGCTTTCGTTTATAAACATCC	GAGGGCAAATCTTTATTTCGG	154/198
ciw6	-	4	47	CTCGTAGTGCATTTTCATCA	CACATGGTTAGGGAAACAATA	148/162
MT281	-	4	62	TGTTTCAGAGTAGCCAATTC	CATCCATCAAACAACTCC	200/160
nga1107	-	4	104	GCGAAAAAACAAAAAATCCA	CGACGAATCGACAGAATTAGG	140/150
CTR1	-	5	10	CCACTTGTTTCTCTCTCTAG	TATCAACAGAAACGCACCGAG	143/159
ciw9	-	5	88	CAGACGTATCAAATGACAAATG	GACTACTGCTCAAATATTCGG	145/165

ID = Cereon database marker, Pos (cM) = approximate centiMorgan position, INDEL = insertion/deletion

How the deposited data were processed for this re-analysis (not part of the article)

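Expression was measured in torpedo-stage embryos of 7 Arabidopsis accessions with 11 Affymetrix ATH1 arrays: 3 of Col-0, 3 of Fe-1 and 1 each of Bay-0, Ler-0, Nw-0, Ts-1 and Van-0. The sample labels call the arrays of Col-0 and Fe-1 biological replicates. The labels of a pair of single arrays conflict: the Ler-0 array is called Ler-1 in its source name and in the series design, and the Ts-1 array is called Tossa del Mar-0 in one field. The names in the paper and the titles were used. The authors processed the arrays with RMA, as their methods and the submitters' processing notes state, and deposited log2 values per probe set; the RMA version and the chip definition are not given in the sources used here. RMA includes background correction, quantile normalisation and a summary over the probes of a set. These steps were not repeated, and the log2 values were used as deposited. Arrays give no read depth, and their number limits the precision: for 5 accessions there is 1 array.

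The 64 chip controls were left out, and 22746 probe sets were tested. Gene names come from the platform annotation, in which 13513 probe sets have 1 gene, 503 have several and 8730 are not listed. Of those with 1 gene, 13436 were matched by Entrez gene ID to the TAIR10.1 gene table, which was used for names, chromosomes and the order of genes. 5 probe sets that the annotation does not list were named from the paper's tables. Probe sets with several genes are named as in the paper's tables, and those with none are counted but not named. Because of this, many genes of the gene lists, AGO1, ZLL, WUS, CLV1, STM, PHB and REV among them, were not analysed here.

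Group differences were computed in R 4.3.3 with limma 3.58.1 (lmFit and eBayes) as the first-named group minus the second. A probe set passed the threshold at a Benjamini-Hochberg adjusted p under 0.05 and at least 3-fold. The methods do not name the test or say whether p was adjusted. 6 comparisons were made: Fe-1/Ler-0 with Col-0, all ZLL-dependent with all ZLL-independent accessions, Fe-1 with Col-0, Ler-0/Nw-0/Bay-0 with Col-0, all ZLL-dependent accessions with Col-0, and Fe-1 with all ZLL-independent accessions. SQN was also compared in a fit with 1 mean per accession over all 11 arrays. 15 gene lists were tested per member at an adjusted p under 0.05 without a fold limit, and lists with 3 or more measured members with camera (preset correlation 0.01, and estimated) and fry; this minimum was set after the numbers of members were known and before any fit. A planned list of gene classes needs gene descriptions and was not run. The fits were tested on simulated data with the group sizes and probe sets used. Their noise was drawn independently per array, with the spread found within accessions and no difference between accessions of a group. In these data 4-fold changes were called in 100% of cases for Fe-1/Ler-0 against Col-0. For the ZLL-dependent against the ZLL-independent accessions the share was 98.5%. Real arrays of one accession had an estimated correlation of 0.60, so these shares do not show what is detected when accessions are grouped.

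The genes named follow a rule set before the data were examined: in the comparison of Fe-1/Ler-0 with Col-0 and in that of ZLL-dependent with ZLL-independent accessions, the 10 probe sets with the largest increase and the 10 with the largest decrease among those past the threshold whose arrays do not overlap; every gene of Table 3, Additional file 4 and Additional file 6, whose values were known from the paper; the genes of the paper's model; and up to 4 members of each list with the lowest adjusted p. Alternatives set before the data were examined were an unadjusted p, a log2 difference of 1.5 in place of 3-fold, no fold limit, renewed quantile normalisation, median centring, leaving out the lowest 25% of probe sets or those that may cross-hybridise, an intensity trend with a robust fit, an ordinary t statistic, the replicate number as a block, accession means, accession as a random block, and leaving out each array in turn. Leaving out Fe-1 replicates 2 and 3 and Van-0 was added after the data were seen. Figures were drawn with matplotlib 3.10.9. The phenotype, mapping and transgene experiments of the paper were not analysed here.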

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

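The test of a probe mismatch at SQN was chosen after its values were seen. So was the leaving out of each accession in the test of the share of lower probe sets, which was added after the result was known and changed its reading from excluded to open. The other tests were chosen before. A single array far from the rest of its group was sought in 211 groups of 4 to 6 arrays, over the named genes of both main comparisons, and found in 24, where chance alone would give about 1 in 20.

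Among the 4 arrays of Fe-1/Ler-0, the Ler-0 array stood apart in 9 of the named genes, which follows a division between accessions. It was low in scpl44 (8.02, nearest Fe-1 array 9.76), AT1G48180 (5.30, nearest 7.02) and AT5G48570 (7.32, nearest 8.78), and high in AGP30 (8.59, nearest 8.02), GLP6 (7.73, nearest 6.27), AT2G14800 (4.61, nearest 3.61), CRR7 (9.54, nearest 7.37), AT1G12730 (5.56, nearest 4.14) and AT1G35612 (4.93, nearest 4.26). In AT5G38700 Fe-1 replicate 2 was high at 6.30 (nearest 5.63). Among the 6 ZLL-dependent arrays, AT1G12730 was high in Ler-0 (5.56), RCA high in Ler-0 (12.27), CYP71 high in Bay-0 (10.50), SNZ high in Fe-1 replicate 3 (4.75), AT3G61010 high in Fe-1 replicate 3 (4.47) and LHCB4.2 low in Nw-0 (11.30). Among the 5 ZLL-independent arrays, Van-0 was high in AT5G38580 (6.20), ATHSP22.0 (3.82) and AT5G48570 (10.50), and low in AT5G38700 (4.74), AT4G16710 (7.52) and AT3G61010 (4.43), while Col-0 replicate 3 was low in AUR1 (10.93) and high in SE (9.73).

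Of the 160 probe sets that differed between Fe-1/Ler-0 and Col-0, 133 are outside Table 3 and Additional file 4.

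SQN was lower in Col-0 than in Fe-1/Ler-0 by a log2 difference of 2.52. A mismatch between probes designed on Col-0 and the RNA of the other accessions would lower the signal in Fe-1 and Ler-0, so this value, which is the pattern itself and was known beforehand, leaves out mismatch as its source and favours no other explanation. The near absence of signal in the second SQN probe set in every accession was not explained by any test, and cross-hybridisation at the first probe set was not tested. A difference in transcript level between the accessions, which is the paper's reading, stays open.

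With the 3-fold limit more probe sets were lower than higher in Fe-1/Ler-0 than in Col-0, 105 against 55. Without it more were higher, 1750 against 1057 (Fe-1/Ler-0 against Col-0), where the median log2 difference over all probe sets was 0.057. If probe mismatch were the source, each accession set against Col-0 should show a larger share of lower signals than pairs without Col-0 show in either direction. Among probe sets changed 3-fold between accession means, the mean share lower than in Col-0 was 63.5% over the 6 other accessions, below the highest share of 76.0% among the 15 pairs without Col-0, which by the bound set beforehand would exclude mismatch as the source. Both that pair and the lowest share against Col-0 (41.6%) involve the single Ler-0 array: without it the values were 67.9% and 64.4%, the other way round, so the bound rested on 1 array. What mismatch predicts was not met without Ler-0 either, since Van-0 was at 60.6% and Fe-1 at 64.1%, below 64.4%. Neither bound is met in both cases, and mismatch cannot be told apart from a difference in expression.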

How the results depend on the processing

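One setting, leaving out Fe-1 replicates 2 and 3 and Van-0, the arrays with the highest signal of the seed coat gene BAN, was chosen after the data were seen. That setting keeps the Ler-0 array, in which the seed coat gene DFR was at 7.97. Except where an alternative leaves out arrays, genes or a limit, the cause of a change was not tested. SQN kept its direction and its side of the test in Fe-1/Ler-0 minus Col-0, Ts-1/Van-0 minus Fe-1/Ler-0 and Bay-0/Nw-0 minus Col-0 under every setting run for these; its differences of Fe-1/Ler-0 from Bay-0/Nw-0 and of Ts-1/Van-0 from Col-0 were not run under other settings. Arrays give no depth; probe sets near the lower end of the signal, such as the second SQN probe set, show little of a difference that may exist (median centring turned its value to -0.020).

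Without a fold limit the counts were 2807 for Fe-1/Ler-0 against Col-0 (1750 higher and 1057 lower, so that the balance turned), 102 for ZLL-dependent against ZLL-independent, 6655 for Fe-1 against Col-0, 438 for Ler-0/Nw-0/Bay-0 against Col-0, 2216 for all ZLL-dependent accessions against Col-0, 1936 for Fe-1 against all ZLL-independent accessions, 6771 in at least 1 comparison and 232 on chromosome 2. With an unadjusted p they were 77 for ZLL-dependent against ZLL-independent, 109 for Ler-0/Nw-0/Bay-0 and 153 for all ZLL-dependent accessions against Col-0. The ordinary t statistic gave 7 for ZLL-dependent against ZLL-independent, also 7 of the Additional file 4 probe sets, and 31 for Ler-0/Nw-0/Bay-0. With accession means 2 passed, both of Additional file 4; with accession as a random block 8 passed, 7 of them of Additional file 4. With all arrays of Fe-1 left out 5 passed, 4 of Additional file 4, and with Col-0 left out 4 of that list. Leaving out Ler-0 gave 319 for Fe-1/Ler-0 against Col-0. Leaving out Fe-1 replicates 2 and 3 and Van-0 gave 21 for ZLL-dependent against ZLL-independent accessions and 11 of the Table 3 probe sets.

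Leaving out 1 array in turn gave 131 to 319 for Fe-1/Ler-0 against Col-0 (319 without Ler-0), 8 to 49 for ZLL-dependent against ZLL-independent (37 without Ler-0, 49 without Van-0), 42 to 129 for Ler-0/Nw-0/Bay-0 against Col-0 (42 without Col-0 replicate 1, 107 without Nw-0, 129 without Ler-0) and 64 to 151 for all ZLL-dependent against Col-0 (64 without Col-0 replicate 3, 151 without Ler-0). Without Ler-0 the members changed were 2 of the meristem list, 2 of photosynthesis, and 1 each of HSP90 and immunophilins, polarity, other miRNA targets and cell cycle.

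Replicate numbers were not taken to pair the samples: arrays of Col-0 and Fe-1 with the same number had correlations of their deviations of 0.23, 0.035 and 0.11, not all above the bound of 0.1. Every array except Fe-1 replicate 2 correlated best with its own number, and that one missed it narrowly (0.035 against 0.037 with Col-0 replicate 3), so a weak pairing is not excluded. With the replicate block the counts were 145 for Fe-1/Ler-0 and 325 for Fe-1 against Col-0, and 0 members of the meristem and of the heat list passed; median centring also gave 0 for the meristem list. Camera's p for photosynthesis was 0.192 (Fe-1/Ler-0 against Col-0) and 0.111 (ZLL-dependent against ZLL-independent) with an estimated correlation.

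Of the named genes, only values that had not passed the test in the same comparison turned sign. In Fe-1/Ler-0 against Col-0, median centring gave -0.021 for AGO7, -0.052 for AGL62, -0.057 for ARA12, -0.076 for OLEO3, -0.091 for DDL, -0.094 for CYP71 and -0.096 for SNZ, and quantile normalisation -0.028 for DDL, -0.034 for CYP71 and -0.046 for SNZ. Leaving out 1 array gave -0.034 to 0.11 for AGL62, -0.035 to 0.097 for ARA12, -0.049 to 0.034 for DDL, -0.042 to 0.029 for CYP71, -0.077 to 0.076 for SNZ, -0.058 to 0.034 for AT5G21030, -0.038 to 0.033 for IKU2 and -0.15 to 0.17 for RR19. In ZLL-dependent against ZLL-independent, median centring gave -0.0037 for AGL62, -0.012 for OLEO3, -0.031 for the second SQN probe set and -0.031 for CYP71, and quantile normalisation -0.011 for CYP71. Leaving out 1 array gave -0.16 to 0.87 for BAN, -0.077 to 0.61 for AT2G35820, -0.0040 to 0.089 for AGL62, -0.015 to 0.047 for the second SQN probe set, -0.036 to 0.049 for CYP71, -0.049 to 0.017 for ARA12, -0.056 to 0.044 for TGH, -0.084 to 0.0096 for DDL, -0.088 to 0.0030 for AT5G21030 and -0.50 to 0.22 for AT3G50990. Over all named genes and settings, 1428 values kept direction and side of the test, 65 lost the call, 19 gained one and 53 turned sign.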

Differences from the paper's values

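No test in this part was chosen after the result was seen. The paper gives a fold of 3.9 for AT5G42280 under a probe set that it also gives for THI2.2 with 16.5; that probe set gave 16.9 here, Col-0 over Fe-1/Ler-0. None of the alternatives set before the data were examined came within 1.5 times of 3.9; they ranged from 13.7 (without Col-0 replicate 3) to 20.8 (Ler-0 left out).

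The paper's counts of 439, 184 and 19 on chromosome 2 stand beside 356, 160 and 22, within 1.5 times. The paper counts genes, and the counts here are of probe sets. The 22 are drawn only from probe sets placed on a chromosome. Of the 160, 43 had no single gene name and were not placed, so 19 and 22 do not count like sets. Its text states a p under 0.05 and 3-fold, while the legend of Additional file 3 states a log2 fold of 1.5. At a log2 difference of 1.5 and an adjusted p under 0.05 the count between Fe-1/Ler-0 and Col-0 was 184, the total over the 6 comparisons 404 and that on chromosome 2 24. 19 on chromosome 2 was reached with median centring, with the replicate block and without Col-0 replicate 1. AT4G39190, listed in Table 3 at the paper's -3.4, was at -2.82 here, and passed without a fold limit. Of 20 folds of Table 3, leaving out the repeated probe set, 19 were within 1.2 times of those here, and 16 of the paper's 20 p-values were nearer to the adjusted than to the unadjusted p.

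The signs in Additional file 4 match those here as ZLL-independent over ZLL-dependent accessions, which is also the direction its text counts give. The probe set of AT5G17100 is listed at the paper's -10.0 and was at -14.8 here. The text names At2g13790 where Table 3 has AT2G13970, and the probe set that Table 3 gives as AT5G39060 is AT3G29120 in the annotation. The paper calls no gene of Additional file 4 tightly linked to the FHE loci. AT2G14800, AT2G33220 and AT5G38960 of that file also stand in Table 3, which lists genes in the vicinity of these loci.

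The paper states that SQN did not differ between Ts-1/Van-0 and Fe-1/Ler-0. It was higher in Ts-1/Van-0 by 0.83 on the log2 scale (1.78-fold, adjusted p = 0.00148) here, which is below the 3-fold limit.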

Other observations

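The comparison of AT2G15810 and the sorting of the splits by the places of Fe-1, Col-0 and Ler-0 were chosen after the results were seen; the other tests were chosen before.

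Among the largest differences between Fe-1/Ler-0 and Col-0 that the text has not named are AT4G20480 (26.8-fold lower in Fe-1/Ler-0, log2 difference -4.74), AT5G56380 (-4.59) and AT4G02540 (-4.55), and, higher in Fe-1/Ler-0, AT5G24240 (9.53-fold). AT2G15810, part of the transposon that the paper places upstream of SQN in Col-0 and not in Ler-0, had a signal of 5.19 ± 0.09 (SD, n = 3) in Col-0 and 5.35 ± 0.11 (n = 3) in Fe-1, 5.28 in Ler-0 and 5.77 in Nw-0 (Fe-1/Ler-0 minus Col-0 0.14, adjusted p = 0.306).

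Called genes next to each other were counted in the order of 13269 measured and named genes. 4 pairs of the 116 called genes were neighbours, where 10000 random placements had a median of 1 and a 95th percentile of 3: AT3G60980 and AT3G61010, AT4G19500 and AT4G19510, AT5G45480 and AT5G45500, and AT5G56370 and AT5G56380. In all 4 pairs both genes were lower in Fe-1/Ler-0. None of the genes in these pairs is measured by a probe set that may cross-hybridise; with such probe sets left out, 143 probe sets passed for Fe-1/Ler-0 against Col-0. A candidate explanation is a sequence or copy difference that spans both genes; neighbours of similar sequence, or neighbours regulated together, would give the same count and were not tested.

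Other groupings of the arrays were fitted in the same way. For Fe-1/Ler-0 against Col-0, 2 of 35 splits gave as many probe sets as the real 160 (highest other 211), so by this count chance was not excluded. The split with 211 sets Fe-1 against Col-0 together with Ler-0, and the highest of the remaining splits gave 0, so the counts point to the division between Fe-1 and Col-0, which both splits keep whole. For ZLL-dependent against ZLL-independent arrays, 3 of 100 drawn splits reached the real 12 (highest other 30). Splits of single arrays can break up the replicates of Col-0 and Fe-1, which the real split keeps whole, so this count cannot exclude chance. When whole accessions were moved, 9 of 35 splits reached 12, so at the level of accessions chance was not excluded. The highest other was 33, with Col-0, Ler-0, Ts-1 and Van-0 in 1 group. The higher counts point to a structure of the samples: all 7 splits above 12 set Fe-1 and Col-0, the accessions with 3 arrays each, in different groups, as the real split does, and with both in the same group the highest count was 5. Arrays stood as samples in these fits, which gives these accessions the most weight; a biological structure was not tested. For all ZLL-dependent accessions against Col-0, 1 of 84 splits (97, highest other 96), and for Fe-1 against all ZLL-independent accessions, 1 of 56 (146, highest other 141), was as large, by narrow margins. Many of these splits also break up the arrays of an accession, which are not independent, so they cannot exclude chance. Whole accessions were too few in these comparisons for such splits. For Fe-1 against Col-0 (319, highest other 0) and Ler-0/Nw-0/Bay-0 against Col-0 (69, highest other 0), each 1 of 10, the splits were too few for a share under 0.05.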
